# MCPIP1 functions as a safeguard of early embryonic development

**DOI:** 10.1038/s41598-023-44294-1

**Published:** 2023-10-07

**Authors:** Agata Lichawska-Cieslar, Weronika Szukala, Tomasz K. Prajsnar, Niedharsan Pooranachandran, Maria Kulecka, Michalina Dabrowska, Michal Mikula, Krzysztof Rakus, Magdalena Chadzinska, Jolanta Jura

**Keywords:** Embryogenesis, RNA

## Abstract

Monocyte chemoattractant protein-induced protein 1 (MCPIP1), also called Regnase-1, is an RNase that has been described as a key negative modulator of inflammation. MCPIP1 also controls numerous tumor-related processes, such as proliferation, apoptosis and differentiation. In this study, we utilized a zebrafish model to investigate the role of Mcpip1 during embryogenic development. Our results demonstrated that during embryogenesis, the expression of the *zc3h12a* gene encoding Mcpip1 undergoes dynamic changes. Its transcript levels gradually increase from the 2-cell stage to the spherical stage and then decrease rapidly. We further found that ectopic overexpression of wild-type Mcpip1 but not the catalytically inactive mutant form resulted in an embryonic lethal phenotype in zebrafish embryos (24 hpf). At the molecular level, transcriptomic profiling revealed extensive changes in the expression of genes encoding proteins important in the endoplasmic reticulum stress response and in protein folding as well as involved in the formation of primary germ layer, mesendoderm and endoderm development, heart morphogenesis and cell migration. Altogether, our results demonstrate that the expression of *zc3h12a* must be tightly controlled during the first cell divisions of zebrafish embryos and that a rapid decrease in its mRNA expression is an important factor promoting proper embryo development.

## Introduction

Implantation of the blastocyst is necessary for embryonic development to occur. In mammals, uterine implantation is associated with numerous structural and molecular changes in the luminal epithelia^1^. Interestingly, this process is closely correlated with the inflammatory mechanism, where during the attachment of blastocysts to the uterus, modulations in the expression of different growth factors, chemokines and cytokines, such as TNF, IL-6 and prostaglandin E2 (PGE2), are observed, as well as vascularization and infiltration of immune cells from the blood to the endometrial tissue^2–5^. The inflammatory process is essential for implantation, but during the next stage of pregnancy, anti-inflammatory factors are induced to prevent rejection of the fetus. Thus, proper embryonic development is strictly dependent on optimal microenvironmental conditions. This microenvironment must provide optimal temperature, oxygen tension, pH, and nutrients to ensure embryo survival. Stress during the embryonic period may impair fetal development and result in embryo mortality^6,7^.

In human, monocyte chemoattractant protein-induced protein 1 (MCPIP1), also known as Regnase-1 and encoded by the *ZC3H12A* gene, possesses a PilT N-terminus domain (PIN) that exerts RNAse properties. It has been shown that MCPIP1 degrades transcripts coding for mediators of inflammation: IL-1β^8^, IL-6^9^, IL-12p40^10^ and IL-2^11^ and its own transcript^10^. Further studies have indicated that MCPIP1 also plays an important role in the suppression of miRNA activity and biogenesis via cleavage of the terminal loops of precursor miRNAs (pre-miRNAs), counteracting Dicer, a key ribonuclease in miRNA processing^12^. MCPIP1 transcript expression is induced by Toll-like receptor (TLR) ligands^9,13^ and proinflammatory cytokines, such as IL-1β and TNFα^8^.

In vivo studies have shown that MCPIP1 plays a critical role in preventing autoimmune conditions. *Zc3h12a* knockout mice display severe anemia, augmented serum immunoglobulin levels and autoantibody production. In macrophages of *Zc3h12a*^-/-^ mice, elevated expression levels of IL-6, IL-12p40 and IL-1β were observed^9,14^. Changes in the immune response of knockout mice are not only the result of MCPIP1 involvement in mRNA decay and miRNA biogenesis but also of its influence on the activity of some transcription factors. To date, MCPIP1 has been confirmed to negatively regulate the activity of NF-ĸB and AP1, which is essential in the regulation of the synthesis of mediators controlling inflammatory and immune responses^14–17^.

In addition, evidence indicates that MCPIP1 is involved in cell cycle arrest^18^, apoptosis^19^ and regulation of cell differentiation^20–22^. Thus, we hypothesized that MCPIP1 might safeguard early development and regulate crucial processes in the early stages of embryonic development, such as cell differentiation, cell division, apoptosis, angiogenesis, and regulation of inflammatory processes. A zebrafish (*Danio rerio*) model was utilized, which is a powerful vertebrate platform widely used to investigate developmental processes. First, we investigated whether the temporal expression pattern of the *zc3h12a* transcript, encoding Mcpip1, is changed during embryogenesis. Subsequently, we determined how the modulation of Mcpip1 levels affects the early development of zebrafish.

## Results

### The zebrafish genome contains four unique members of the PIN domain-like superfamily

To begin investigating the potential function of the Mcpip1 RNase in zebrafish, we performed bioinformatic searches and alignments. 

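The RNA-seq counts of shield-stage embryos injected with *zc3h12a* mRNA, in its wild-type or its catalytically inactive (Mcpip1 DN) form, list all the genes of Fig. 1a by their Ensembl identifiers. In the 6 libraries, ENSDARG00000101034, which the gene name table also calls ZC3H12A, had between 9 and 187 counts. *Zc3h12b* (ENSDARG00000062463) had between 164 and 376 counts, *khnyn* (ENSDARG00000092488) between 39 and 140, and *n4bp1* (ENSDARG00000057491) between 473 and 1537. In edgeR's quasi-likelihood test of Mcpip1 WT against Mcpip1 DN with all 6 libraries and no covariates, all 4 genes had an unadjusted p above 0.05. Their log2 fold changes were -1.02 (standard error 0.85), -0.03 (0.41), -0.98 (0.63) and -0.47 (0.37), in the order given. The value of *zc3h12b* was 0.14 without Mcpip1 WT replicate 1 and 0.24 without Mcpip1 DN replicate 2. Without Mcpip1 WT replicate 3, ENSDARG00000101034 had a log2 fold change of -2.26 and an unadjusted p of 0.0289 in edgeR's test.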

According to the Ensembl and NCBI databases, the zebrafish genome contains five members of the PIN domain-like superfamily (Fig. 1a,b), also recently showed by Yang *et al*.^23^. The full-length zebrafish *zc3h12a* sequence (XM_021466808.1; Gene ID: 798235; NCBI) encodes a 579 amino acid Mcpip1 protein with high (82.90%) amino acid identity to common carp Mcpip1 and intermediate (~ 50%) amino acid identity to amphibian, reptilian, bird and mammalian MCPIP1. The maximum likelihood (ML) phylogenetic tree for MCPIP1 proteins (Supplementary Fig. S1) demonstrates that the fish species cluster together and form a clade separate from the nonfish species. However, a direct comparison of the zebrafish orthologs of the human PIN-domain like-superfamily members indicated that zebrafish and human MCPIP1 proteins possess a similar domain structure and 87.79% identity within the PIN domain (Fig. 1c, Supplementary Fig. S2). The most highly conserved region is the PIN domain, the catalytic center of Mcpip1 (Fig. 1d).

**Figure 1:**
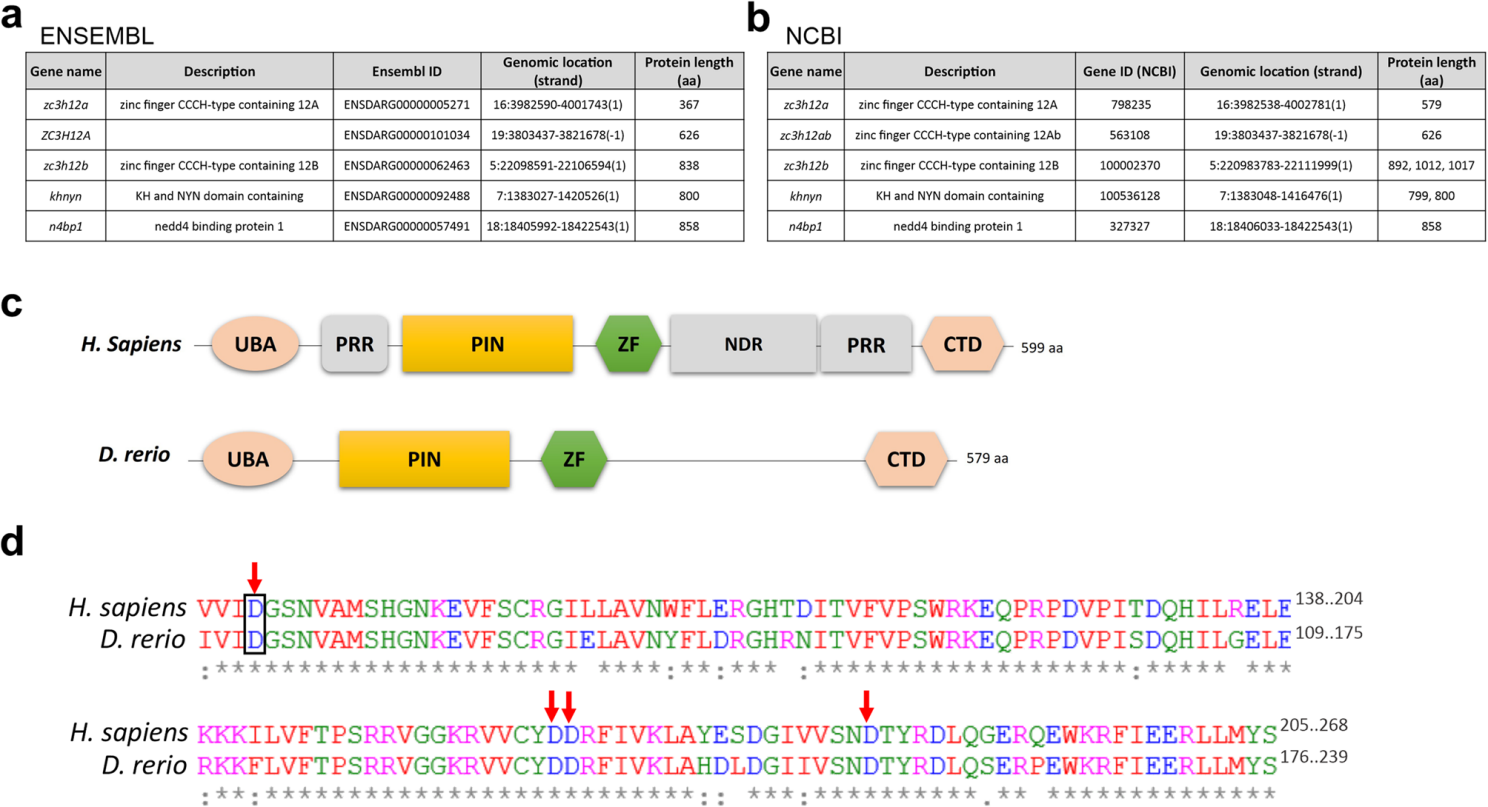
The zebrafish ortholog of human MCPIP1 shares a similar domain structure. (**a**) List of genes containing the *Zc3h12a*-like NYN domain in the zebrafish genome based on the Ensembl database. (**b**) List of genes containing the *Zc3h12a*-like NYN domain in the zebrafish genome based on the NCBI database. (**c**) Domain comparison of human MCPIP1 and its zebrafish ortholog Mcpip1. UBA—ubiquitin-associated domain, PRR—proline-rich region, PIN—PilT N-terminus nuclease domain, ZF—zinc finger motif, NDR—disordered region, CTD—C-terminal conserved domain. (**d**) Alignment of the amino acid sequences of human and zebrafish PIN domains. Asterisk (*) denotes an identical residue, a colon (:) denotes conserved substitutions, and a period (.) denotes semiconserved substitutions. The arrows indicate four aspartic acid residues, which are critical for Mcpip1/MCPIP1 catalytic activity. Black rectangle indicates position of the D112N mutation within the PIN domain of zebrafish Mcpip1.

### The zebrafish ortholog of *ZC3H12A* is downregulated during early embryonic development

To investigate the temporal expression pattern of the zebrafish *zc3h12a* gene during early embryonic development, quantitative real-time PCR (qRT‒PCR) was performed on whole embryo-derived RNA. One-cell stage fertilized zebrafish eggs were collected and incubated at a standard temperature of 28 °C as described in the methods. The embryos were monitored for cell division and collected at different developmental periods over 72 h. As expected, the first divisions were observed synchronously at ~ 20-min intervals (Fig. 2a)^24^. For the isolation of RNA, ~ 10 embryos were pooled at each timepoint.

**Figure 2:**
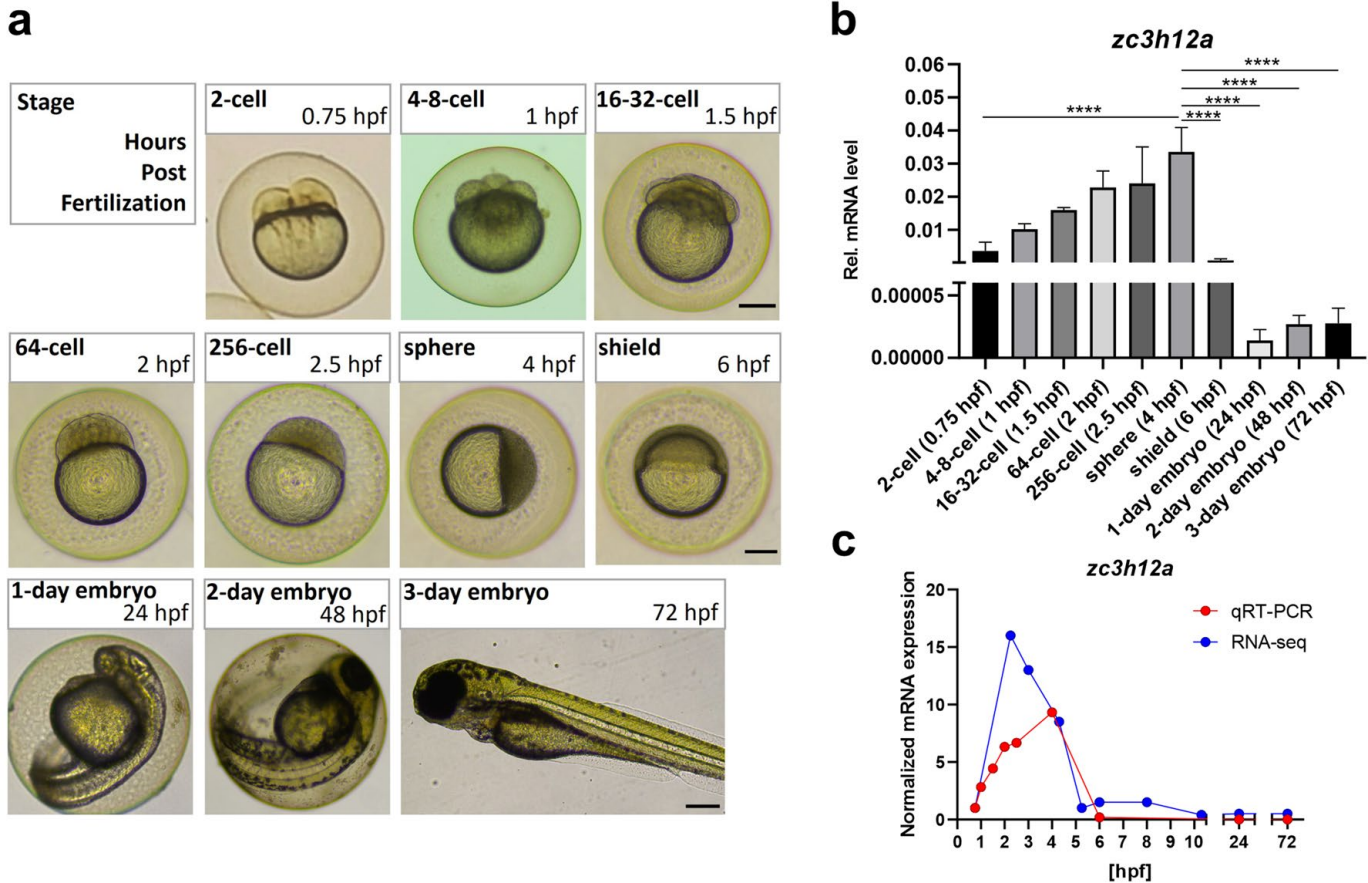
The expression of *zc3h12a* is tightly controlled during early embryonic development in zebrafish. (**a**) One-cell fertilized eggs were incubated under standard conditions and collected at the indicated timepoints for RNA analysis. Representative pictures of zebrafish embryos at various developmental stages are shown. (**b**) Real-time PCR analysis of the *zc3h12a* expression level at different developmental stages of zebrafish. (**c**) Graph represents the level of *zc3h12a* mRNA based on the RNA-Seq data (PMID: 29,144,233). For comparison of both datasets, mean values of *zc3h12a* mRNA levels from qRT-PCR were also shown (normalized values of data presented on Fig. 2a). In both cases the level of *zc3h12a* mRNA was normalized to the expression level at 2-cell stage (0.75 hpf). hpf—hours post fertilization *n* = *3*. *Rps11* was used as a reference gene. Data represent the mean ± SD, ****p < 0.0001 by one-way ANOVA (only comparisons with *p* < 0.0001 are shown). Scale bar = approx. 250 µm.

We found that the *zc3h12a* gene follows dynamic changes in expression during early zebrafish development. The level of *zc3h12a* mRNA gradually increases during the first embryonic divisions, peaking at the sphere stage (4 h post fertilization [hpf]) and then significantly rapidly declining during transition into the shield stage and 1-day embryo (Fig. 2b and Supplementary Fig. S3a). In addition, we analyzed the global transcriptomic RNASeq data by White et al*.*^25^, which provides information about gene expression changes during early zebrafish embryogenesis. Both approaches showed a similar trend of *zc3h12a* gene expression fluctuations during zebrafish embryogenesis (Fig. 2c).

### Transient thermal shock during early zebrafish development enhances the expression of zc3h12a mRNA

We next sought to investigate whether an external shock during early development affects the expression of the *zc3h12a* gene. The thermal stimulation approach was performed, due to the fact that the more commonly used zebrafish infection/inflammation models could not be efficiently utilized to monitor processes in early embryos (0–24 hpf)^26^. Synchronous populations of 2–4 cell embryos that had been cultured at 28 °C were subjected to a 30-min thermal shock at 4 °C (cold shock) or 37 °C (heat shock). Control embryos were kept at a standard temperature of 28 °C. After a transient temperature shift, the embryos were incubated at the standard 28 °C and collected at the indicated timepoints for RNA analysis **(**Fig. 3a**)**.

**Figure 3:**
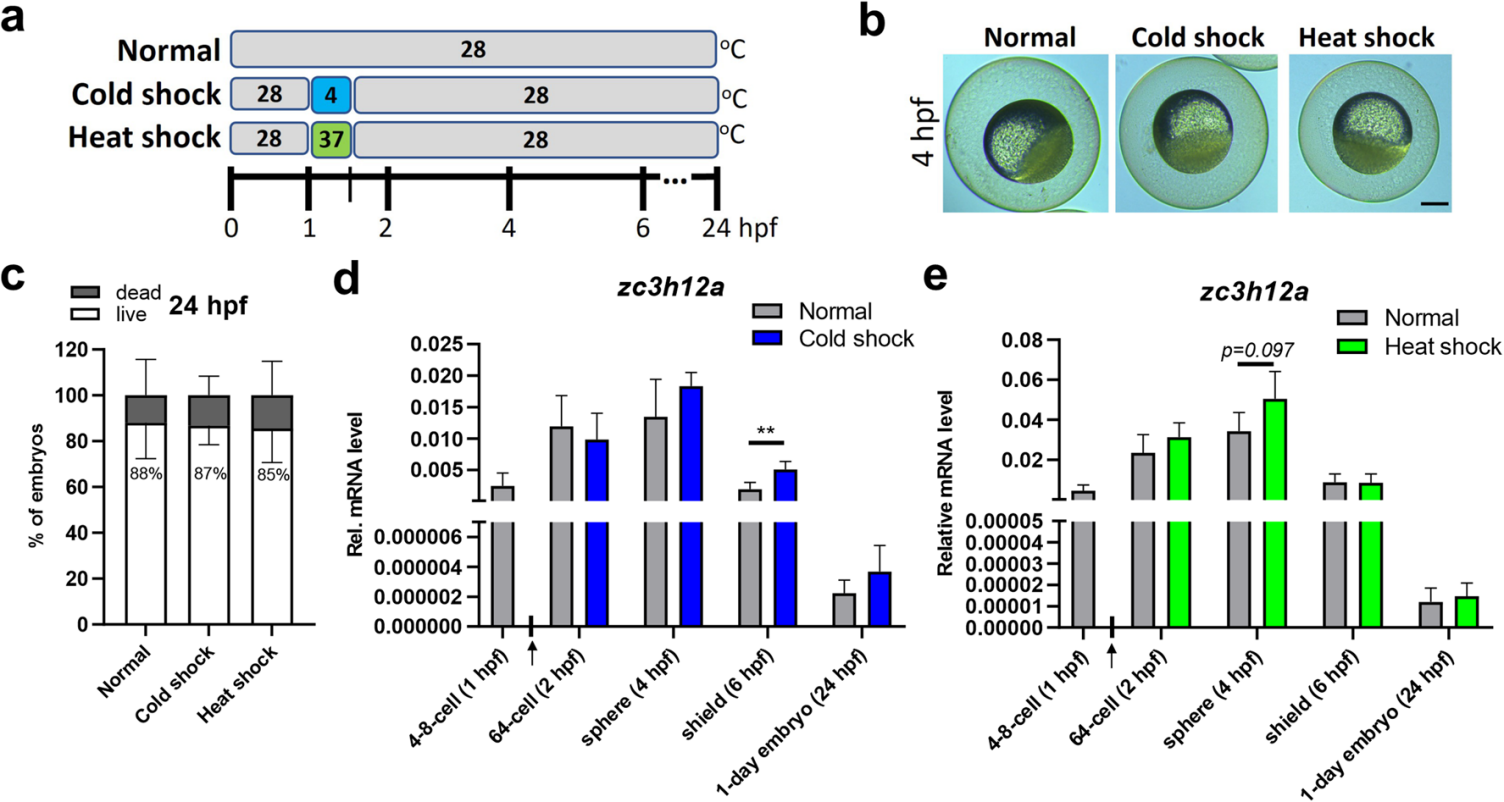
Effect of transient thermal shock on the expression of zebrafish *zc3h12a* during early embryonic development. (**a**) Zebrafish embryos that were incubated at standard 28 °C temperature for 1 h were subjected to a transient 30-min heat shock (37 °C) or cold shock (4 °C) as indicated on the schematic diagram. Embryos were collected for RNA analysis at the indicated timepoint. (**b**) Representative pictures of zebrafish embryos at 4 hpf. **c.** Percentages of live and dead embryos at 24 hpf. (**d**,**e**) Real-time PCR analysis of the *zc3h12a* expression level in zebrafish embryos subjected to each thermal shock. The arrow on the X-axis indicates the onset of the 30 min thermal shock. hpf—hours post fertilization. *n* = *4*. *Rps11* was used as a reference gene. Data represent the mean ± SD, **p < 0.01 by an unpaired *t*-test. Scale bar = approx. 250 µm.

We ensured that the developmental stages of embryos subjected to cold or heat shock followed similar timing as the control siblings **(**Fig. 3b**)** so the analysis of *zc3h12a* gene expression was not biased by a potential shift of developmental stage. Transient thermal shocks did not impair the overall embryonic survival rates at the 24-h stage **(**Fig. 3c**)**.

Quantitative RT‒PCR analysis revealed that the expression of *zc3h12a* was significantly enhanced in response to the 30 min cold shock, reaching levels ~ 2.5-fold higher than those in the control embryos at the shield stage (6 hpf; Fig. 3d). The 37 °C shock suggested a similar tendency on the *zc3h12a* mRNA expression level at the sphere stage (4 hpf), with a ~ 1.5-fold increase (with adj. *p value* 0,097; Fig. 3e).

### Overexpression of *zc3h12a* impairs early embryonic development in zebrafish

Zebrafish Mcpip1 was overexpressed by microinjection of in vitro transcribed mRNA encoding the zebrafish Mcpip1-P2A-mTurquoise protein into the yolks of one-cell stage embryos. Expression of Mcpip1 was tied to mTurquoise expression via self-cleaving P2A peptide. This strategy enabled visualization of exogenously expressed protein. For overexpression of catalytically inactive Mcpip1, one of the four conserved aspartic acid residues within the RNase domain **(**Fig. 1d**)** was substituted with asparagine (Mcpip1-D112N, herein Mcpip1 DN). It has previously been shown that a single mutation in the catalytic center of Mcpip1 is sufficient to completely abolish its RNase activity^9^. As a control, a construct encoding only P2A-mTurquoise was used **(**Fig. 4a**)**. Prior to microinjection, agarose electrophoresis was performed, which indicated high quality of in vitro transcribed mRNAs **(**see Supplementary Fig. S3b).

**Figure 4:**
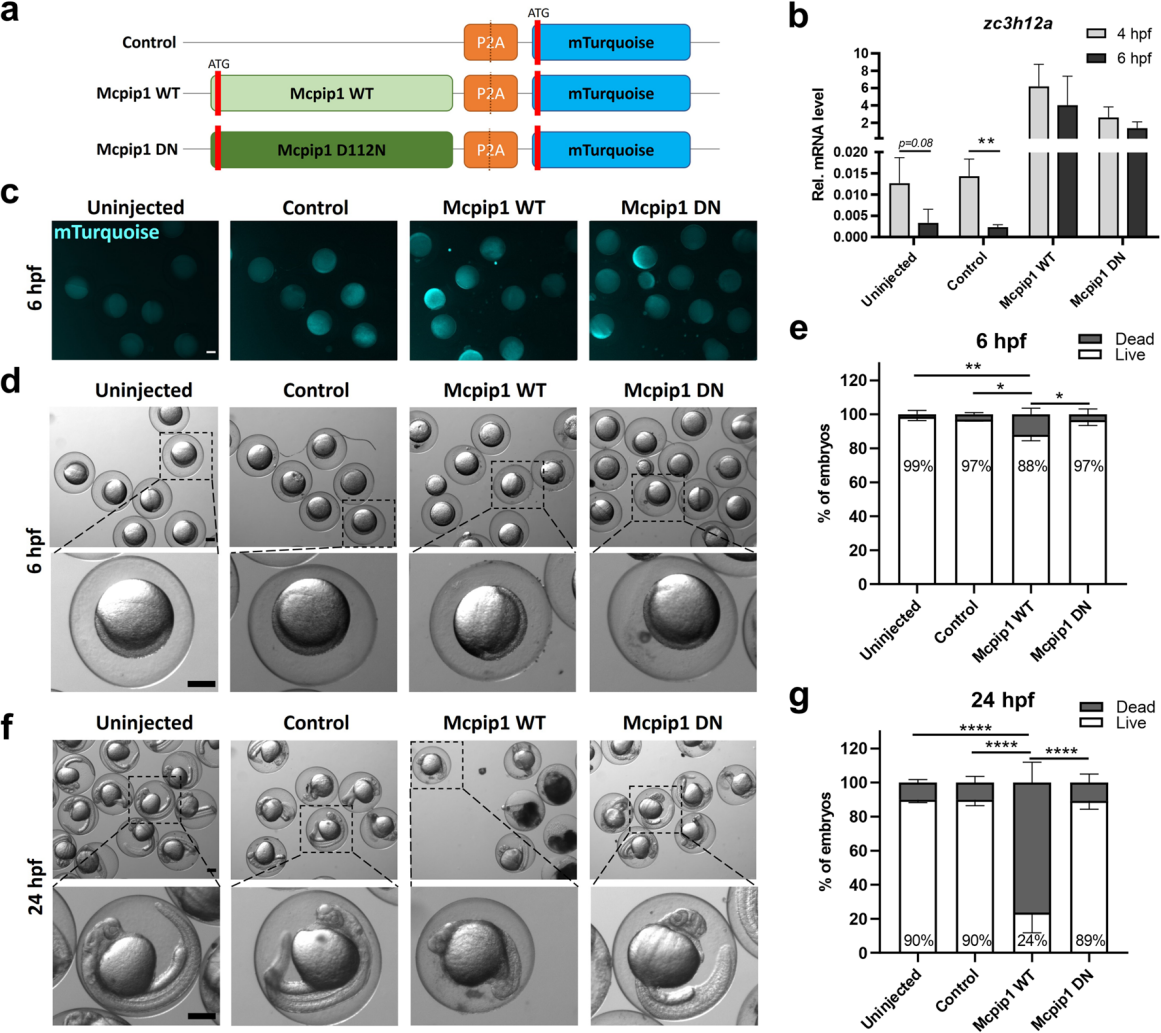
Overexpression of catalytically active Mcpip1 impairs early development in zebrafish. (**a**) Schematic diagram of control and Mcpip1 overexpression constructs. The sequences were cloned into the pCS2 expression vector. (**b**) Real-time PCR analysis of *zc3h12a* expression levels in uninjected and microinjected control, Mcpip1 WT or Mcpip1 DN mRNA zebrafish embryos at 4 hpf and 6 hpf. *n* = *3*. (**c**) Representative fluorescence (mTurquoise) images of embryos at 6 hpf. (**d**) Representative bright field images of embryos at 6 hpf. (**e**) Percentages of live and dead embryos at 6 hpf. (**f**) Representative bright field images of embryos at 24 hpf. (**g**) Graph indicating the percentages of live and dead embryos at 24 hpf. *n* = *3*. *Rps11* was used as a reference gene. Data represent the mean ± SD, *p < 0.05, **p < 0.01, ****p < 0.0001 by an unpaired *t*-test **(b)** or one-way ANOVA **(d,f)**. Scale bar = approx. 250 µm.

Embryos were sampled at 4, 6 and 24 h after microinjection. Exogenous *zc3h12a* mRNA was clearly detected at the sphere (4 hpf) and shield (6 hpf) stages. We also found that the microinjection procedure itself did not affect the kinetics of the *zc3h12a* mRNA expression pattern at those two developmental stages **(**Fig. 4b**)**.

We further confirmed that mTurquoise expressed from microinjected mRNA was detected in all modified embryos at the shield stage (6 hpf; Fig. 4c**)**. We also observed that at this stage, overexpression of wild-type (WT) but not the RNase-dead mutant did not affect embryo morphology (Fig. 4d). However, embryonic lethality increased by ~ 10% **(**Fig. 4e**)**. Consistent with this finding, 24 h after microinjection, most Mcpip1-overexpressing embryos showed gross morphological abnormalities; thus, the overall lethality rate was significantly higher than that of the control embryos **(**Fig. 4f–g**)**.

### Increased activity of Mcpip1 leads to profound transcriptomic changes in developing zebrafish embryos

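At 6 hours post-fertilization (hpf), the shield stage, poly(A) RNA was sequenced on the Ion Proton from 3 libraries of embryos injected with mRNA of wild-type Mcpip1 (Mcpip1 WT) and 3 of embryos injected with the catalytically inactive form (Mcpip1 DN). Each library came from about 10 pooled embryos. The authors mapped the reads to GRCz11 and deposited the number of reads that htseq-count assigned to each Ensembl gene, without normalization. The total count on genes was 22581287, 24662219 and 22940129 in Mcpip1 WT replicates 1, 2 and 3, and 17686041, 23944732 and 20323254 in Mcpip1 DN replicates 1, 2 and 3. From these counts, library sizes were scaled by edgeR's TMM method, and 16126 of the 32057 genes passed its filter on low counts (filterByExpr, minimum count 10) and were tested with its quasi-likelihood test. Both groups received *zc3h12a* mRNA, and reads from injected and endogenous transcripts were counted together. *Zc3h12a* (ENSDARG00000005271) took 0.744% of the gene counts in Mcpip1 WT replicate 1 (95% Wilson interval 0.740% to 0.747%), 0.0883% (0.0872% to 0.0895%) in replicate 2 and 0.120% (0.119% to 0.122%) in replicate 3. In Mcpip1 DN it took 0.150% (0.148% to 0.152%), 0.0727% (0.0717% to 0.0738%) and 0.0397% (0.0388% to 0.0405%). These intervals cover counting error only, since the reads carry no molecular identifiers. The normalized count was 71770 ± 85279 (SD, n = 3) in Mcpip1 WT and 20170 ± 14718 (SD, n = 3) in Mcpip1 DN. The log2 fold change was 1.83 (standard error 0.78), with an unadjusted p of 0.0391 and an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It rested on 1 library, since without Mcpip1 WT replicate 1 it was 0.16, with an unadjusted p of 0.771 from the same test.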

Transcriptomic profiling was performed on RNA isolated from viable Mcpip1 WT and Mcpip1 DN-overexpressing embryos collected at the shield stage (n = 3 of ~ 10 pooled embryos per condition). Differentially expressed genes (DEGs) were defined with a threshold of *p* value < 0.05 and fold change > 1.5. Accordingly, the expressions of 247 genes were significantly upregulated and those of 303 genes were downregulated in zebrafish embryos overexpressing WT Mcpip1 compared to those overexpressing the Mcpip1 DN mutant **(**Fig. 5a**)**.

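With the threshold of the paper, edgeR's quasi-likelihood test gave 141 genes higher and 204 genes lower in Mcpip1 WT than in Mcpip1 DN. DESeq2's Wald test, the tool named in the paper, gave 183 higher and 242 lower on the same genes, and 296 higher and 328 lower on the 24567 genes with at least 1 count. Of the 345 genes past the threshold with edgeR, 332 were also past it with DESeq2 on all genes, all 332 in the same direction. The number of higher genes moved most with edgeR on all genes with at least 1 count, to 336, with 432 lower. Across the 6 fits that each left out one library, the number of higher genes went from 69, without Mcpip1 WT replicate 1, to 291, without Mcpip1 WT replicate 3. The number of lower genes went from 75, without Mcpip1 WT replicate 1, to 512, without Mcpip1 WT replicate 2. No gene had a Benjamini-Hochberg adjusted p under 0.05 in edgeR's test, where the smallest was 1.00, and 356 genes had an unadjusted p under 0.05. That is 2.21% of the genes tested, against the 5% that equal numbers at every p would give. The 3 libraries of one group did not overlap those of the other in 1299 genes, or 8.06% of the genes tested, and chance gives 10% for 3 against 3. Among the 345 genes past the threshold, 272 had groups that did not overlap.
The gene with the smallest p was *hsp70.3*. Among the other higher genes whose groups did not overlap, the smallest p had si:dkey-68o6.6 (ENSDARG00000104350), which had 74, 69 and 22 counts in Mcpip1 WT and 0, 1 and 1 in Mcpip1 DN and was at least 18.2-fold higher. *Lrrc59* (ENSDARG00000071426) had 3167 ± 494 normalized counts (SD, n = 3) in Mcpip1 WT and 1585 ± 233 in Mcpip1 DN, a log2 fold change of 1.00. Si:ch211-225l7.1 (ENSDARG00000098100), with no count in Mcpip1 DN, was at least 9.13-fold higher, and si:dkey-43p13.5 (ENSDARG00000104199) had a log2 fold change of 1.56. The lower genes with the smallest p, whose groups did not overlap either, were LRRC8C (ENSDARG00000099911), *arl5c* (ENSDARG00000035719), *higd1a* (ENSDARG00000022303), *tdgf1* and NIFK (ENSDARG00000040666). LRRC8C, *arl5c*, *higd1a* and NIFK had log2 fold changes of -1.30, -1.44, -1.38 and -1.12, and stayed past the threshold with each library left out.

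**Figure D1:**
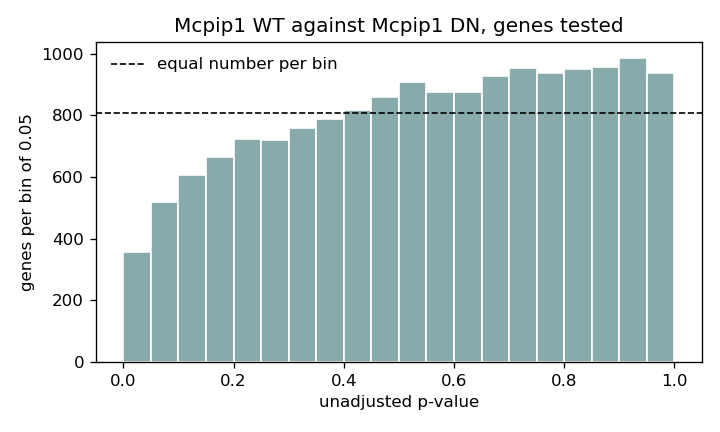
Number of genes in each bin of unadjusted p, 0.05 wide, from edgeR's quasi-likelihood test of 16126 genes. The dashed line at 806.3 genes marks equal numbers in every bin, and the first bin holds 356 genes.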

**Figure 5:**
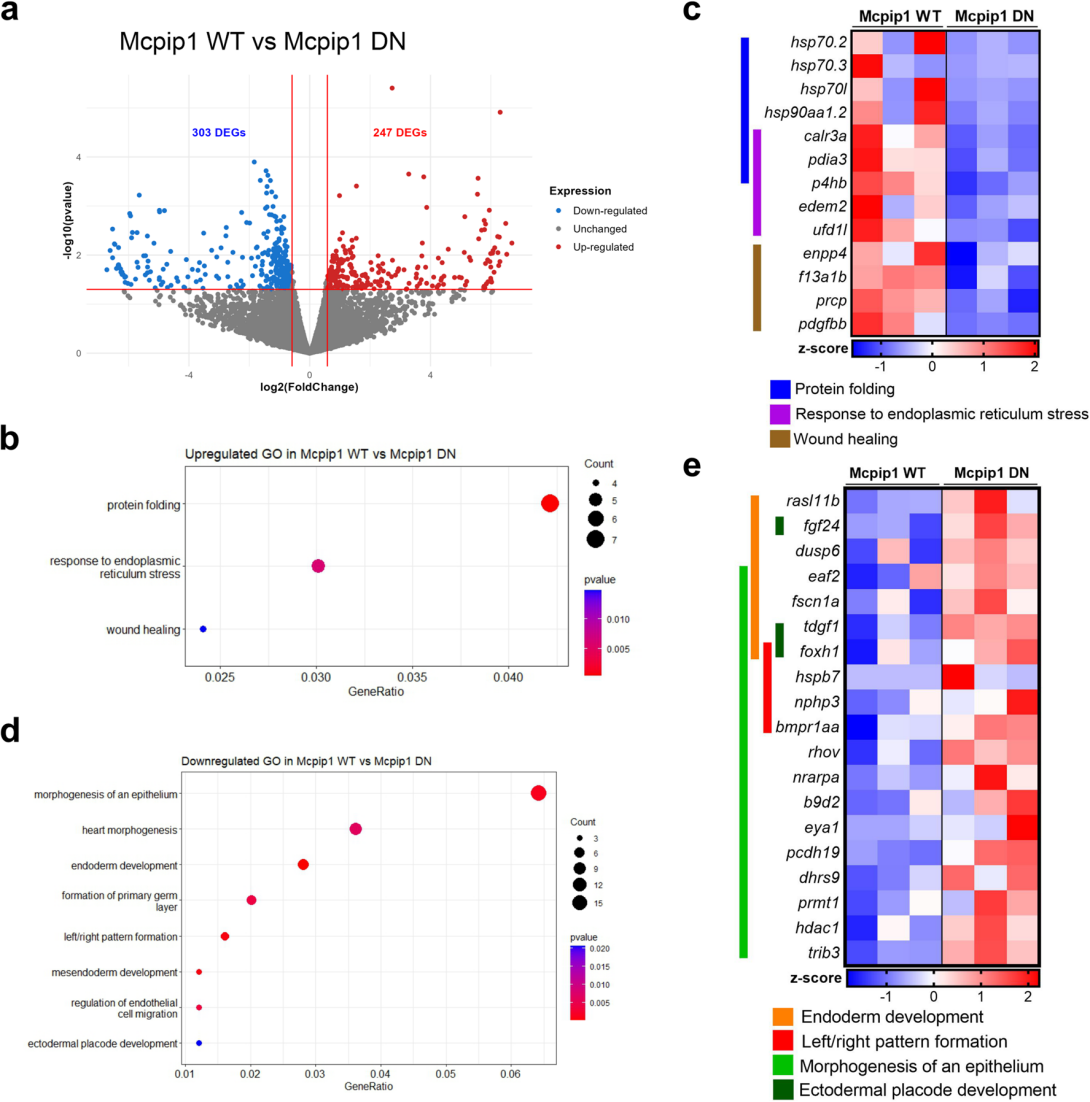
Transcriptome analysis of zebrafish embryos overexpressing Mcpip1. (**a**) Volcano plot for the RNA-Seq dataset indicating differentially expressed genes with *p value* < 0.05 and *fold change (FC)* > 1.5 between embryos microinjected with Mcpip1 WT and Mcpip1 DN mRNA (6 hpf). *n* = *3*. (**b**) Gene Ontology (GO) enrichment analysis of upregulated biological processes in Mcpip1 WT. (**c**) Heatmap illustrating the expression levels of selected upregulated DEGs. (**d**) Gene Ontology (GO) enrichment analysis of downregulated biological processes in Mcpip1 WT. (**e**) Heatmap illustrating the expression levels of selected downregulated DEGs.

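Fig. 5c shows 13 genes. Of these, 12 could be matched to an identifier of the files by name, with *hsp90aa1.2* and *ufd1l* listed as HSP90AA1 and UFD1, and 11 passed the filter on low counts. All 11 were higher in Mcpip1 WT, with a median log2 fold change of 0.99, and 9 were past the paper's threshold. As a list they had a p of 1.97e-10 in camera with a preset correlation of 0.01, and of 0.0137 with fry and 0.0211 with the correlation estimated. The genes were chosen from these libraries, so this list is not independent evidence. Adjusted over the list alone, 8 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 0 over all genes tested.
Among the matched genes of Fig. 5c, the heat shock genes had the widest fold ranges between the Mcpip1 WT libraries. *Hsp70.3* (ENSDARG00000021924) had 2109, 190.4 and 2440 normalized counts in Mcpip1 WT replicates 1, 2 and 3 and 41.3, 136.9 and 163.9 in Mcpip1 DN, a log2 fold change of 3.78 (standard error 0.81, unadjusted p = 0.000685 and adjusted p = 1.00 from edgeR). For *hsp70l* (ENSDARG00000055723), Mcpip1 WT replicate 2 had 3.07 normalized counts, below all Mcpip1 DN libraries, and replicates 1 and 3 had 1058 and 1990. HSP90AA1 (ENSDARG00000024746) had 3160, 438.2 and 3744 normalized counts in Mcpip1 WT and 257.5, 600.4 and 233.5 in Mcpip1 DN. The hsp70 genes are close paralogs, and how the counting shared reads between them is uncertain.
The fold changes of the endoplasmic reticulum genes were smaller. *Calr3a* (ENSDARG00000103979) had 5445 ± 1676 normalized counts (SD, n = 3) in Mcpip1 WT and 3250 ± 470.5 in Mcpip1 DN, *pdia3* (ENSDARG00000102640) 7734 ± 2556 and 4722 ± 530.4, and *p4hb* (ENSDARG00000105116) 19794 ± 4858 and 11804 ± 1378. In these 3 genes every Mcpip1 WT library was above every Mcpip1 DN library. Their log2 fold changes were 0.74, 0.71 and 0.75, and each fell short of the threshold in 3 of the 6 fits that left out 1 library. *Edem2* (ENSDARG00000028448) had a log2 fold change of 1.14, and of 0.51 without Mcpip1 WT replicate 1. *Enpp4* (ENSDARG00000006877, unadjusted p = 0.0553) and *prcp* (ENSDARG00000037883, unadjusted p = 0.0816) did not pass the threshold in edgeR's test. *Pdgfbb* (ENSDARG00000038139), below the filter, had 23, 17 and 6 counts in Mcpip1 WT and 0, 1 and 0 in Mcpip1 DN.

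**Figure D2:**
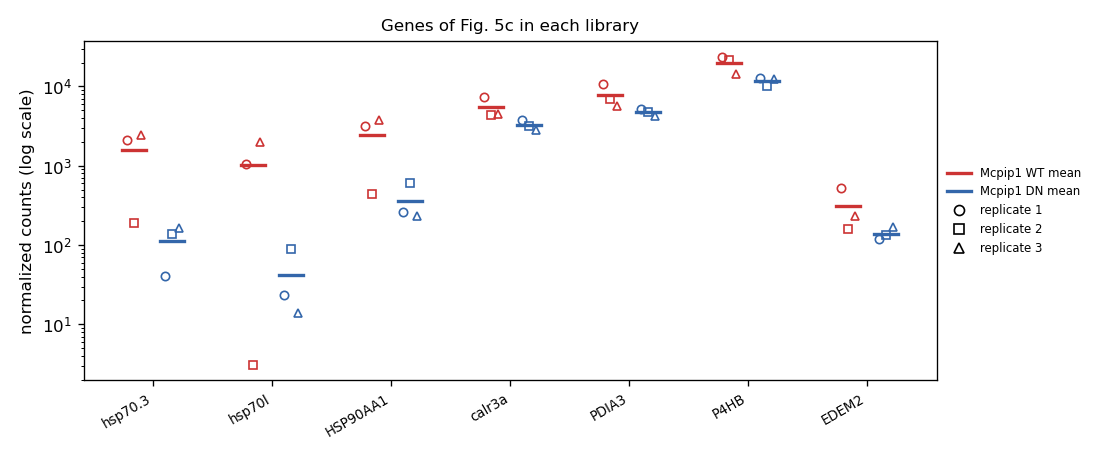
Normalized counts, on a log axis, of 7 genes of Fig. 5c in the 3 Mcpip1 WT and 3 Mcpip1 DN libraries, with a symbol for each replicate and a line at the group mean. Mcpip1 WT replicate 2 has 190.4 normalized counts of *hsp70.3* and 3.07 of *hsp70l*, against 2440 and 1990 in replicate 3.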

Gene Ontology (GO) enrichment analyses revealed that upregulated DEGs were significantly enriched in biological processes (BP) mostly related to the response to protein folding and endoplasmic reticulum stress, examples of which are *calr3a* (*calreticulin 3a*), *edem 2* (*ER degradation enhancer*) and *hsp70* (*heat shock protein 70*) family genes **(**Fig. 5b,c**)**.

In contrast, the downregulated DEGs were enriched in pathways related to endoderm development, left/right pattern formation, organ morphogenesis and formation of the primary germ layer and ectodermal placode development **(**Fig. 5d,e**)**.

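Of the 19 genes of Fig. 5e, 16 could be matched to 1 identifier each and 14 passed the filter on low counts. All 14 were lower in Mcpip1 WT, with log2 fold changes between -2.58 and -0.73 and a median of -1.23, and 12 were past the paper's threshold. The list had a p of 2.94e-18 in camera, 0.0028 with fry and 0.00728 with the correlation estimated, and it too was chosen from these libraries. Adjusted over the list alone, 12 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 0 over all genes tested. *Prmt1* (ENSDARG00000010246) had 4704 ± 988.4 normalized counts (SD, n = 3) in Mcpip1 WT and 8491 ± 1116 in Mcpip1 DN. *Dhrs9* (ENSDARG00000019260) had 33.9 ± 22.9 and 160.7 ± 82.5, a log2 fold change of -2.23. In *dusp6* (ENSDARG00000070914), Mcpip1 WT replicate 2 had 4986 normalized counts, within the Mcpip1 DN libraries at 4562 to 6732, and replicates 1 and 3 had 1932 and 1402. *Dusp6* fell short of the threshold in 4 of the 6 fits that left out 1 library, with a log2 fold change of -0.79 without Mcpip1 WT replicate 1. *B9d2* (unadjusted p = 0.0826) and *pcdh19* (unadjusted p = 0.08) did not pass the threshold in edgeR's test. Below the filter, *hspb7* had no count in Mcpip1 WT and 30, 2 and 0 counts in Mcpip1 DN, and *eya1* had 0, 0 and 7 against 11, 7 and 67. For *fscn1a* and *bmpr1aa* the name table gives a pair of identifiers each without telling them apart. The log2 fold changes were -0.98 and -0.70 for the identifiers named BMPR1A (ENSDARG00000019728 and ENSDARG00000105045), and -0.82 for ENSDARG00000059680, named FSCN1. The other identifier named FSCN1, ENSDARG00000037747, was below the filter. It had 0, 0 and 9 counts in Mcpip1 WT and 12, 14 and 0 in Mcpip1 DN.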

### Oscillation of *zc3h12a* expression during early embryonic development in zebrafish inversely correlates with changes in *nrarpa* and *rasl11b* expression levels

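The name table gives *nrarpa* no identifier of its own, and lists a pair of genes as NRARP. ENSDARG00000091419 had 329.3 ± 110.9 normalized counts (SD, n = 3) in Mcpip1 WT and 875.0 ± 303.9 in Mcpip1 DN, and ENSDARG00000018958 had 104.7 ± 59.1 and 158.8 ± 25.3. Their log2 fold changes were -1.41 (unadjusted p = 0.00312) and -0.60 (unadjusted p = 0.291) in edgeR's quasi-likelihood test. *Rasl11b* (ENSDARG00000015611) had 198.7 ± 34.0 normalized counts in Mcpip1 WT and 497.3 ± 179.9 in Mcpip1 DN, a log2 fold change of -1.32. For *rhov* (ENSDARG00000070434) these counts were 941.2 ± 537.6 and 2497 ± 789.4, a log2 fold change of -1.41. *Foxh1* (ENSDARG00000055630) had 3306 ± 1233 and 5546 ± 670.5, a log2 fold change of -0.75. Each Mcpip1 WT library of *rasl11b*, *rhov*, *foxh1* and ENSDARG00000091419 was below each Mcpip1 DN library, which has an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. With each library left out in turn, *rasl11b*, *rhov* and ENSDARG00000091419 stayed past the paper's threshold, and *foxh1* fell short of it in 4 of the 6 fits, with a log2 fold change of -0.54 without Mcpip1 WT replicate 1. The adjusted p of all these genes was 1.00 in edgeR's test.

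**Figure D3:**
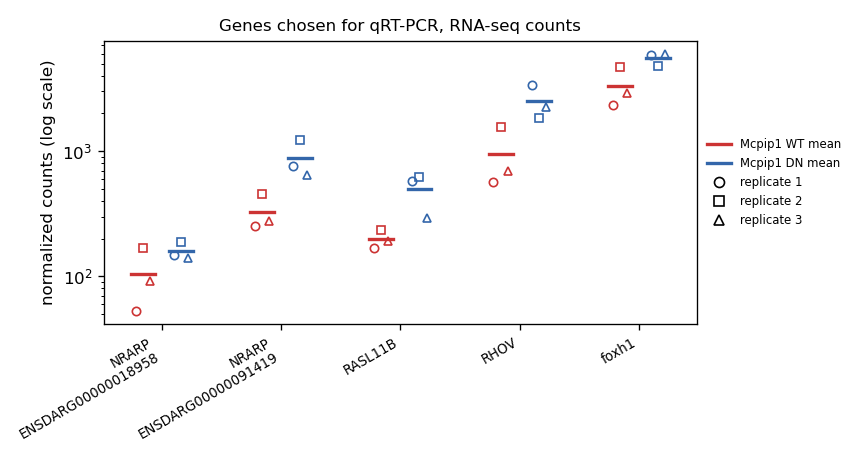
Normalized RNA-seq counts, on a log axis, of the genes chosen for qRT-PCR in the 3 Mcpip1 WT and 3 Mcpip1 DN libraries, with a symbol for each replicate and a line at the group mean. The Mcpip1 WT libraries of *rasl11b* lie between 168.3 and 235.5 and those of Mcpip1 DN between 291.4 and 623.6.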

Based on our RNASeq analysis, we next selected four significantly downregulated DEGs in zebrafish embryos overexpressing WT Mcpip1: *nrarpa* (*Notch-regulated ankyrin repeat-containing protein A*), *rasl11b* (*RAS-like family 11 member B*), *rhov* (*ras homolog family member V*) and *foxh1* (*forkhead box H1*)*.* These DEGs were functionally assigned to the most significantly downregulated processes **(**Fig. 5d,e**),** and their expression levels were validated by qRT‒PCR (Fig. 6a).

**Figure 6:**
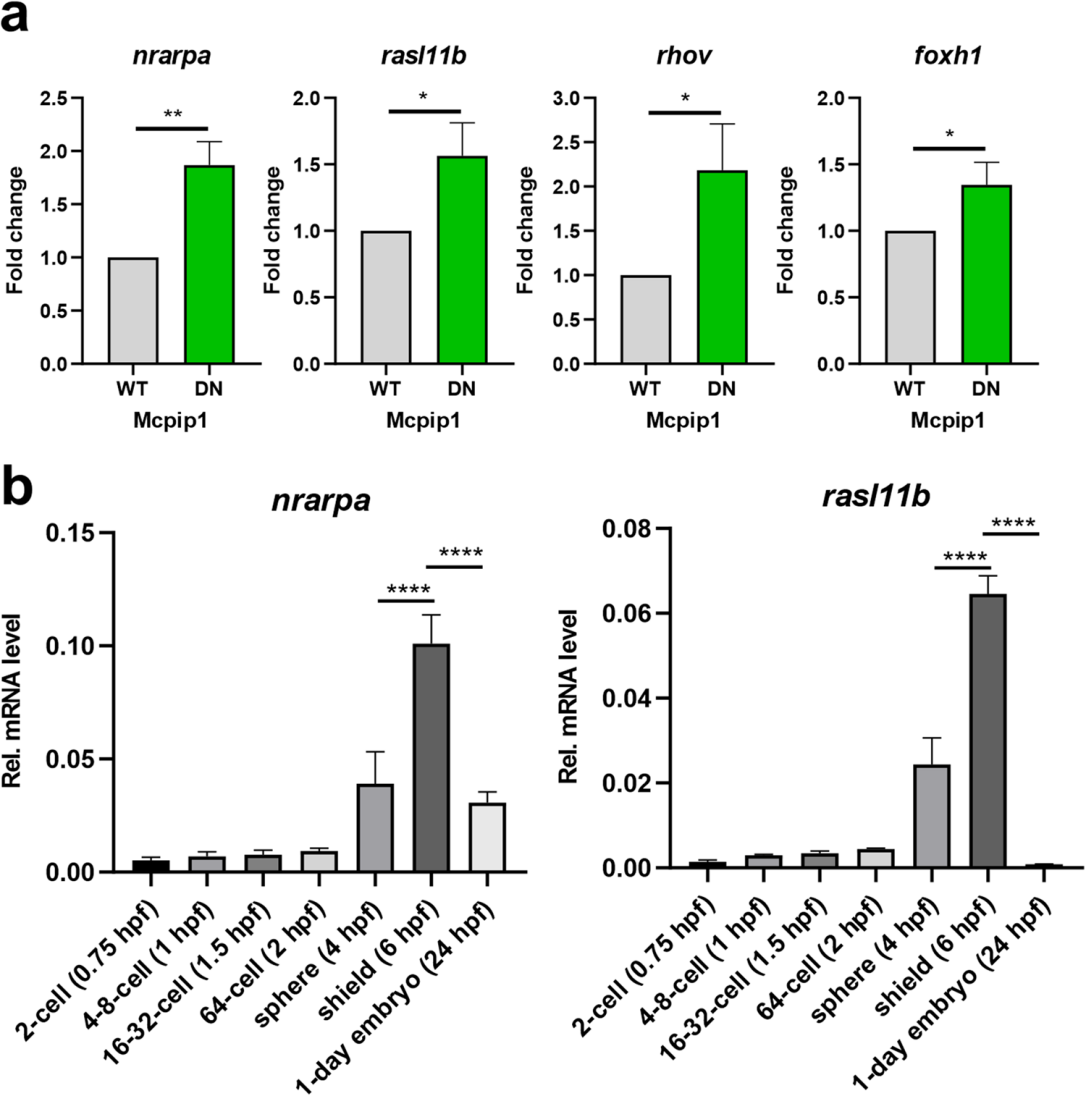
Expression pattern of *nrarpa*, *rasl11b, rhov* and *foxh1* genes during zebrafish embryogenesis. (**a**) Real-time PCR analysis of *nrarpa*, *rasl11b*, *rhov* and *foxh1* expression levels in zebrafish embryos overexpressing Mcpip1 WT or Mcpip1 DN (6 hpf). (**b**) Real-time PCR analysis of *nrarpa* and *rasl11b* expression levels during early embryonic development in zebrafish. *n* = *3*. *Rps11* was used as a reference gene. Data represent the mean ± SD, *p < 0.05, **p < 0.01, ****p < 0.0001 by an unpaired *t*-test (**a**) or one-way ANOVA (**b**). For (**b**) only selected developmental stages have been compared.

In the next step, the expression patterns of two transcripts, *nrarpa* and *rasl11b,* were analyzed over the course of zebrafish embryogenesis by qRT‒PCR **(**Fig. 2a**)**. We found that their expression levels undergo extensive changes during the transition from 64-cell to 1-day embryos **(**Fig. 6b**)**. Moreover, the relative expression levels of those genes peaked at the shield stage, which correlates with the time at which *zc3h12a* expression profoundly decreases **(**Fig. 2b**)**.

## Discussion

Zebrafish (*D. rerio*) is a leading model for studying developmental biology because the genome is known, fertilization occurs externally, and development is very fast. At 48 h after fertilization, zebrafish embryos form complete organ systems, including the heart, intestine and blood vessels. In addition, embryos are transparent and develop outside the uterus, making it even easier to track developmental stages^24,27^.

MCPIP1 expression is inducible, and mRNA levels change rapidly after stimuli associated with cell differentiation, stress induction or pathogen infection^8,9,28^. Consequently, an increase in MCPIP1 is correlated with a decrease in the levels of many transcripts encoding regulators of inflammation, regulators of cell differentiation and division, and regulators of apoptosis and angiogenesis. Here, we wanted to test the role of MCPIP1 in embryological development. Comparison of the amino acid sequences showed differences between human MCPIP1 and its zebrafish ortholog. However, the PIN domain has high homology with the conserved codons encoding four acidic amino acid residues that form the putative active site, which is essential for the ribonucleolytic activity of MCPIP1.

We found that the expression of *zc3h12a* is tightly controlled within the first cell divisions of zebrafish. Mcpip1 mRNA levels increase from the 2-cell stage up to the sphere stage (6 h after fertilization); later, its level drops dramatically. Thus, starting in the sphere stage, Mcpip1-dependent transcript level regulation is silenced. Relatively high expression of Mcpip1 during first hours post fertilization may suggest potential role of this RNase during the decay of maternal mRNA (which in zebrafish is completed by 6 hpf^29^), but this hypothesis requires further investigation.

MCPIP1 is encoded by an inducible gene that has the ability to rapidly respond to microenvironmental changes and responds quickly to various kinds of stress^8,9,28,30,31^. In this study, mild external stress was induced by a temporary change in temperature, which led to transient modulations of *zc3h12a* gene expression, with consequent effects on the RNA profile. To determine what consequences an increase in Mcpip1 transcript levels might have on embryonic development, we used zebrafish models overexpressing WT Mcpip1 or its mutant form containing a mutation in the active site of the PIN domain.

We found that ectopic expression of WT Mcpip1 resulted in a 10% death rate of zebrafish embryos at 6 h post-fertilization and almost 90% after 24 h, while the model expressing the inactive form of Mcpip1 resembled control models (uninjected zebrafish embryos or injected with an empty vector). These results provide evidence for a significant effect of Mcpip1 on the zebrafish embryo transcriptome. 

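Across the genes tested, libraries of the same group were no more alike than libraries of different groups. Pearson's r of log2 CPM, taken across genes, which are not independent replicates, was 0.904 on average within groups (0.873 to 0.929) and 0.910 between groups (0.883 to 0.949). In 5 of the 10 ways to split the 6 libraries into 3 and 3, the real one included, the difference between these means was as large in either direction as in the real split. The first principal component held 35.9% of the variance and ran from Mcpip1 DN replicate 3 at -70.9 and Mcpip1 WT replicate 3 at -53.5 to Mcpip1 WT replicate 2 at 66.1 and Mcpip1 DN replicate 1 at 101.1. The second held 22.7% and set Mcpip1 WT replicate 1, at 102.1, apart from the other libraries, which lay between -60.3 and -0.40.

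**Figure D4:**
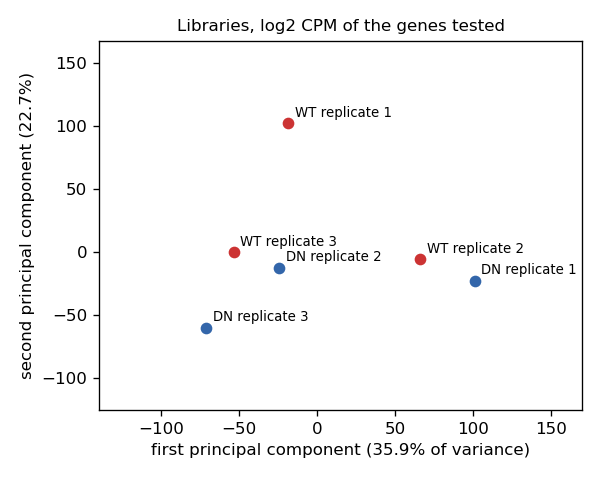
The 6 libraries on the first and second principal components of log2 CPM, with Mcpip1 WT in red and Mcpip1 DN in blue. Mcpip1 WT replicate 2 and Mcpip1 DN replicate 1 lie to the right, at 66.1 and 101.1 on the first component.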

There are many studies in the literature showing that Mcpip1 regulates genes involved in apoptotic processes^16,32–34^, so high embryonic lethality may be a consequence of the dysregulation of transcripts involved in this process. 

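Of 23 symbols in a list of p53 targets and apoptosis genes fixed before the counts were examined, 20 genes were tested. Their median log2 fold change was -0.11, with 8 genes higher and 12 lower in Mcpip1 WT and 0 past the paper's threshold. The list had an adjusted p of 0.244 in camera, over 17 lists.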

In our model, activation of the endoplasmic reticulum (ER) stress response pathway observed in the Mcpip1-overexpressing embryos already at 6 hpf **(**Fig. 5c**)** could have provoked the activation of apoptotic cell death, as prolonged ER-stress is a common trigger of apoptosis^35^. Furthermore, Mcpip1-overexpressing embryos showed gross morphological abnormalities. 

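A list of 31 genes for endoplasmic reticulum chaperones and degradation, fixed in the same way and sharing no gene with Fig. 5c, had a median log2 fold change of 0.24, with 22 genes higher and 9 lower in Mcpip1 WT. Its p was 0.0435 in camera (adjusted p = 0.178), 0.39 with fry and 0.329 with the correlation estimated, and 0 of its genes passed the paper's threshold. The scores of Mcpip1 WT replicates 1, 2 and 3, as the mean difference in log2 from the average of all libraries, were 0.45, -0.34 and 0.28, and those of Mcpip1 DN replicates 1, 2 and 3 were -0.47, -0.00036 and 0.083. A list of targets of the PERK and ATF4 branch of the stress response had 10 genes higher and 9 lower, a median log2 fold change of 0.13 and an adjusted p of 0.644. Of these, *trib3*, also in Fig. 5e, and DDIT4 (ENSDARG00000037618), named after its value was seen, passed the threshold, and both were lower in Mcpip1 WT, with log2 fold changes of -0.73 and -0.68. From the higher genes of Fig. 5c, and because prolonged stress of this kind is a common trigger of apoptosis, the paper proposes that this response could have led to apoptotic cell death.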

Transcriptome analysis revealed expression differences in mRNA classes encoding proteins important for embryonic development. We observed that, among the genes that were activated, the largest group comprised genes encoding proteins important to the endoplasmic reticulum stress response and involved in protein folding. The activation of these genes may be an indirect consequence of the ectopic expression of Mcpip1 and the accumulation of this protein in embryonic zebrafish cells. However, among the many transcripts downregulated and thus potentially directly degraded by Mcpip1 were those involved in the formation of the primary germ layer, mesendoderm, ectoderm and endoderm development, heart morphogenesis and cell migration. Thus, the change in the expression levels of such developmentally important genes may explain why such high lethality was observed when Mcpip1 levels were elevated during early zebrafish development. 

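Lists of genes for embryonic tissues and pathways were written without reference to these libraries. The median log2 fold change was -0.02 over 7 endoderm genes, -0.23 over 18 mesoderm and margin genes, -0.33 over 19 neuroectoderm genes, 0.08 over 14 genes of the Nodal pathway, -0.21 over 13 FGF targets and -0.09 over 16 BMP and ventral genes. Camera gave an unadjusted p of 0.019 for mesoderm, 0.0237 for FGF targets and 0.0357 for neuroectoderm, each with an adjusted p of 0.178. With fry their unadjusted p was 0.559, 0.49 and 0.269. Of the genes of these lists, only *dusp6*, an FGF target also shown in Fig. 5e, was past the paper's threshold. The Nodal list did not hold *tdgf1* or *foxh1*, both named in the paper and shown in Fig. 5e. These genes were lower in Mcpip1 WT and past the threshold, with log2 fold changes of -1.25 and -0.75. The median of the Nodal list does not cover them. Without Mcpip1 WT replicate 2, 10 of the 17 lists had an adjusted p under 0.05 in camera, against 0 with all 6 libraries. Splits of all 6 libraries into 3 and 3 that mixed the groups gave between 0 and 11 such lists. A number of this size can thus arise without dividing the libraries by the injected form.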

For validation of RNA-Seq data by qRT-PCR, four significantly downregulated transcripts in zebrafish embryos, *nrarpa* (*Notch-regulated ankyrin repeat-containing protein A*), *rasl11b* (*RAS-like family 11 member B*), *rhov* (*ras homolog family member V*) and *foxh1* (*forkhead box H1*) were selected. We also showed that the levels of *nrarp*a and *rasl11b* inversely correlate with fluctuations in Mcpip1 mRNA levels during early stages of development **(**Fig. 6b**).** We hypothesize that a rapid decline of Mcpip1 expression level observed at shield stage (6 hpf) contributes to a profound upregulation of *nrarpa*, *rasl11b* and possibly other developmentally important target mRNAs at this stage.

NRARP is a component of the Notch signaling pathway and participates in embryonic development in vertebrates by regulating the segmentation of the body axis. The importance of this transcript in the segmentation process has been documented in lower and higher vertebrates^36–38^. The *rasl11b* gene, on the other hand, encodes a small GTPase protein that is highly conserved among vertebrates; it is expressed in mesendodermal cells, and its expression is controlled by the Nodal pathway. Nodal signaling controls the expression of conserved mesendodermal transcription factors^39^. Interestingly, it has been shown that *rasl11b* knockdown induces a specific “curly tail down” phenotype in zebrafish^39^. Similarly, ectopic overexpression of WT Mcpip1 resulted in embryo malformations, including tail malformations **(**Fig. 4e**)**. The third highly-downregulated transcript, *rhov,* is involved in the signal transduction of the Rho pathway, which is essential for the regulation of gastrulation and neurulation, two major developmental processes of early embryogenesis^40,41^. In addition, our analysis identified many other genes whose levels are directly or indirectly dependent on Mcpip1, e.g., *teratocarcinoma-derived growth factor 1* (*tdgf1*), described as an important regulator in the development of the cardiac tube in mouse embryogenesis^42^, and *forkhead box protein H1* (*foxh1*), essential during zebrafish gastrulation and head and dorsal axis formation^43^. 

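*Tdgf1* (ENSDARG00000035095) had 1495, 3016 and 1826 normalized counts in the 3 Mcpip1 WT libraries and 6510, 4012 and 4558 in the 3 Mcpip1 DN libraries. The log2 fold change was -1.25 (standard error 0.31), with an unadjusted p of 0.00211 and an adjusted p of 1.00 from edgeR's quasi-likelihood test. It stayed between -1.60 and -1.02 with each library left out in turn, and past the paper's threshold in every such fit.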

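*Neurog1* (ENSDARG00000056130) was counted 0, 0 and 9 times in Mcpip1 WT replicates 1, 2 and 3 and 14, 18 and 26 times in Mcpip1 DN. The log2 fold change was -2.94 (standard error 1.69), with an unadjusted p of 0.109 from edgeR's quasi-likelihood test and of 0.0769 from DESeq2 on all genes with at least 1 count. With edgeR on all genes with at least 1 count, the unadjusted p was 0.147. With each library left out in turn, the unadjusted p from edgeR was between 0.161 and 0.239 in 5 of the 6 fits. It was 0.0238 in the fit without Mcpip1 WT replicate 3, which left both other Mcpip1 WT libraries at 0 counts. A count of 0 allows up to 3 counts, so presence below that limit was not detectable.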

Our RNAseq data also showed a decreasing trend of *neurogenin 1 (neurog1)* expression (*p value* = *0.077*), a key factor directing specialization of neuroectoderm^44^ in 6 hpf embryos overexpressing active Mcpip1 (Supplementary Fig. S3c), which additionally proves observed lethal phenotype.

In conclusion, our studies in the zebrafish model showed that the Mcpip1 level is tightly regulated during embryonic development, while even transient stress leads to rapid induction of the *zc3h12a* gene. Consequently, elevated expression of the *zc3h12a* gene leads to abnormalities in zebrafish development as a result of altered levels of transcripts involved in processes important in embryogenesis. It can be speculated that stress leading to induction of the gene encoding Mcpip1/MCPIP1 will have similar consequences on the developing embryo in higher vertebrates, including humans.

## Materials and methods

### Phylogenetics and bioinformatics

To find MCPIP1 orthologs in the zebrafish genome (GRCz11), the Ensembl database was searched for genes containing a *Zc3h12a*-like NYN domain. Sequences were retrieved from the SwissProt, EMBL and GenBank databases using SRS and/or BLAST (Basic Local Alignment Search Tool)^45^. Amino acid sequence alignment was performed using the Clustal Omega program at EMBL-EBI (https://www.ebi.ac.uk/Tools/msa/clustalo). Phylogenetic trees were constructed on the basis of amino acid differences by the maximum likelihood (ML) method with 500 bootstrap replications using Molecular Evolutionary Genetics Analysis (MEGA) version 11^46^. For metadata analysis of *zc3h12a* mRNA expression profile during zebrafish development, the RNA-seq dataset provided by the Busch-Nentwich lab and available at Expression Atlas, was used^25^.

### Zebrafish husbandry

Zebrafish embryos/larvae were obtained by the natural spawning of adult zebrafish (line AB/TL), which were housed in a continuous recirculating closed-system aquarium with a light/dark cycle of 14/10 h at 28 °C. Larvae were incubated in E3 medium at 28 °C according to standard protocols^47^. The Jagiellonian University Zebrafish Core Facility (ZCF) is a licensed breeding and research facility (District Veterinary Inspectorate in Krakow registry; Ministry of Science and Higher Education record no. 022 and 0057).

### Eithics statement

All experiments were conducted in accordance with the European Community Council Directive 2010/63/EU for the Care and Use of Laboratory Animals of Sept. 22, 2010 (Chapter 1, Article 1 no.3) and National Journal of Law act of Jan. 15, 2015 for Protection of animals used for scientific or educational purposes (Chapter 1, Article 2 no.1). All methods involving zebrafish embryos/larvae were in compliance with ARRIVE guidelines. The works with genetically modified microorganisms were authorized by the Polish Ministry of the Environment (No. 179/2021).

### Cloning

For overexpression experiments, the full length mTurquoise cDNA was amplified by PCR from the p3E-p2a-mTurquoise plasmid (a gift from David Tobin; Addgene plasmid #135213) via the *Stu*I and *Xba*I sites of the pCS2 expression vector (a gift from Amro Hamdoun^48^; Addgene #34931) to generate pCS2-P2A-mTurquoise (control plasmid), as presented in the schematic (Fig. 4a). Then, the cDNA coding for full length Mcpip1 (XM_021466808**)** was amplified by PCR to introduce *EcoR*I and *EcoR*V and cloned into the *EcoR*I and *StuI* sites of the pCS2-P2A-mTurquoise plasmid to generate the Mcpip1 WT plasmid. To clone vectors containing sequences encoding catalytically inactive Mcpip1, site-directed mutagenesis of D112 into N112 was performed. The sequences of the primers used for cloning are listed in Supplementary Table S1.

### In vitro* transcription*

The pCS2 vectors (Control, Mcpip1 WT and Mcpip1 DN) were linearized with *Not*I digestion and cleaned using the PCR Mini Kit (Syngen). Then, the mRNAs were synthesized in vitro from the SP6 promoter using the mMESSAGE mMACHINE SP6 kit (Ambion AM1340) according to the manufacturer’s protocol. Transcribed mRNAs were purified using an RNA Clean & Concentrator kit (Zymo Research). A NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific) was used to calculate the concentration of mRNA, which was then diluted to a concentration of 200 ng/µl. The integrity of mRNA was also confirmed by denaturing agarose electrophoresis.

### Microinjection of mRNA into fertilized zebrafish eggs

For overexpression experiments, 3.5 µl (700 ng) of each mRNA was mixed with 0.5 µl phenol red (Merck, P0290) and microinjected into the yolks of approximately 100 zebrafish eggs at the one-cell stage using a WPI Picopump PV820 microinjector (2 nl). The microinjected embryos were collected at 4 and 6 hpf for further RNA analysis.

### RNA isolation and quantitative PCR

For RNA isolation, ~ 10 zebrafish embryos were collected in fenozol (A&A Biotechnology), frozen and stored at -80 °C. Then, the embryos were homogenized using a homogenizer (OMNI International), and total RNA was extracted using the phenol–chloroform method. cDNA was synthesized using M-MLV reverse transcriptase (Promega), and quantitative real-time PCR was performed with SYBR Green Master Mix (A&A Biotechnology) and a QuantStudio3 thermocycler (Thermo Fisher Scientific). *Rps11*, *eef1*, *acbt2* and *rpl13a* were used as a reference genes^49,50^ The primer sequences are listed in Supplementary Table S1. To validate specificity of the qRT-PCR reaction, melt curve analysis was performed at the end of each assay. Agarose gel electrophoresis was performed to ensure presence of a single product of predicted length at the end of the qRT-PCR reaction (Supplementary Fig. S3d).

### RNA sequencing

The poly(A) mRNA fraction from total RNA was isolated with a Dynabeads mRNA DIRECT Micro Kit (Thermo). The sequencing library for each RNA sample was prepared according to the protocol provided by the manufacturer using the Ion Total RNA-Seq Kit v2 (Thermo). The libraries were generated from 1–15 ng of mRNA by fragmenting the mRNA with RNaseIII, purifying the fragmented RNA, and hybridizing and ligating it with Ion adaptors. Subsequently, the RNA products were reverse transcribed and amplified to double-stranded cDNA and then purified using a magnetic bead-based method. The molar concentration and size of each cDNA library were determined using the DNA HS Kit on a Bioanalyzer 2100 (Agilent). Each library was diluted to ~ 53 pM before template preparation. Up to three barcoded libraries were mixed in equal volume and used for automatic template preparation on the Ion Chef instrument (Thermo) using reagents from the Ion PI Hi-Q 200 Kit (Thermo) and Ion PI v3 Proton Chip. All samples were sequenced on the Ion Proton System (Thermo) according to the manufacturer’s instructions.

Signal processing and base calling were performed with Torrent Suite version 5.14.0. Raw reads were mapped to *D. rerio* Ensembl genome version GRCz11 using STAR (version 2.7.10a)^51^ and bowtie2 (version 2.4.4)^52^ for unmapped reads. Gene counts were created with htseq-count^53^ using the Ensembl gene model. Differential expression was analyzed with DESeq2 version (version 1.40.1). RNA sequencing data were deposited in the GEO repository (under accession no: GSE232220).

Functional annotation of DEGs (*fold change* > 1.5 and *p value* < 0.05) was performed using the R package ClusterProfiler version 4.4^54^. Gene lists were searched using the Entrez gene annotation (ENTREZ_GENE_ID), with the *D. rerio* background dataset used for analyses. Volcano plots and dot plots were created using the ggplot2 libraries in R.

### Imaging

Each stage of zebrafish embryo development was observed and photographed under an inverted microscope (Leica DMi1 under Flexacam C1). The fluorescence signal from mTurquoise-fused protein was observed under a fluorescence stereomicroscope (Zeiss Discovery V12 with a PentaFluar S filter slider equipped with a Zeiss Axiocam 705 mono camera). The excitation wavelength was 436 nm, and the emission wavelength was 480 nm.

### Statistics

All graphs were created using CorelDRAW 2021 (Corel Corporation), and all statistical analyses, including unpaired *t*-test and one-way ANOVA followed by Tukey`s multiple comparisons test, were performed using GraphPad Prism 8 (GraphPad Software).

### Supplementary Information

Supplementary Information.

## Data Availability

Sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE232220. Any additional data are available from the corresponding author upon reasonable request.

# Supplementary material for: MCPIP1 functions as a safeguard of early embryonic development
**Source:** Sci Rep. 2023 Oct 7;13:16944. doi: 10.1038/s41598-023-44294-1
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary materials

### Supplementary Table S1.

List of primer sequences used in this study.

| Sequences of primers used for cloning                    |                                     |                                     |
|----------------------------------------------------------|-------------------------------------|-------------------------------------|
| Name                                                     | Forward (5'->3')                    | Reverse (5'->3')                    |
| P2A-mTurquoise<br>( <i>Stu</i> I and <i>Xba</i> I)       | ATAGGCCT<br>GGAAGCGGAGCTACTAACTTCAG | ATTCTAGA<br>TTACTTGTACAGCTCGTCCATGC |
| <i>zc3h12a_CDS</i><br>( <i>Eco</i> RI and <i>Eco</i> RV) | ATGAATTC<br>TCCATCCGGCATCAATATGCAG  | ATGATATC<br>GAAGAACTCTCCGCTGGATTGAG |
| Mcpipl_D112N                                             | CCTATAGTTATTAATGGCAGCAATGTGG        | CTTCAGGTCACTTTCAGCTTCAG             |
| Sequences of primers used for qRT-PCR                    |                                     |                                     |
| Gene                                                     | Forward (5'->3')                    | Reverse (5'->3')                    |
| <i>foxh1</i>                                             | ATAAGTCCACAGGGATGGCG                | ACAGAGTCCCTCCAGCCTTT                |
| <i>nrarpa</i>                                            | TTTTCTGCGAGAAGCCCCAT                | CTGGAAACATCAGCAACGCC                |
| <i>rasl11b</i>                                           | CTAAGCGGTTTATCGGCGAC                | GTGGTCAGTGCAGCTCAATC                |
| <i>rhov</i>                                              | GCTGATGGATACTGCTGGACA               | TGTTGGGTTCAACCACTGAA                |
| <i>rps11</i>                                             | TAAGAAATGCCCTTCACTG                 | GTCTCTTCTCAAAACGGTTG                |
| <i>zc3h12a</i>                                           | CCGAGGGCACCGAAATATCA                | CATCAGGTGGCATGAACTTGTC              |
| <i>ee1</i>                                               | CTACCTCCTCTTGGTCGCT                 | GGAACGGTGTGATTGAGGGAA               |
| <i>actb2</i>                                             | CATCCTCCGTCTGGACTTGG                | CGCAAGATTCCATACCCAAGAA              |
| <i>rpl13a</i>                                            | TGGAGGACTGTAAGAGGTATGCT             | GGACAACCATGCGCTTTCTC                |

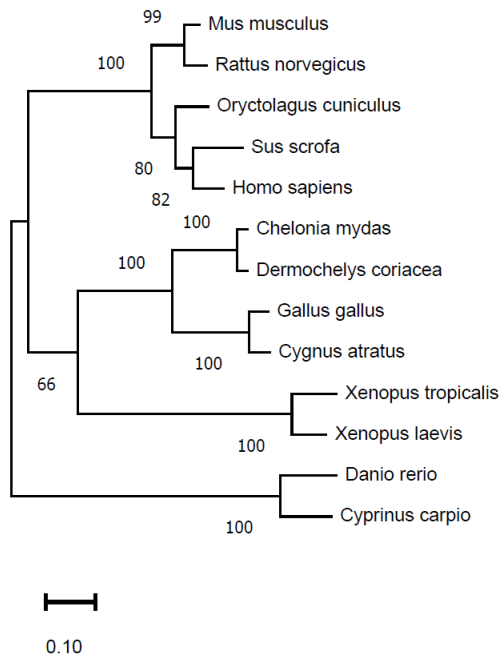

| [%]                  | <i>D. rerio</i> | <i>C. carpio</i> | <i>X. tropicalis</i> | <i>X. laevis</i> | <i>C. mydas</i> | <i>D. coriacea</i> | <i>G. gallus</i> | <i>C. atratus</i> | <i>M. musculus</i> | <i>R. norvegicus</i> | <i>O. cuniculus</i> | <i>S. scrofa</i> | <i>H. sapiens</i> |
|----------------------|-----------------|------------------|----------------------|------------------|-----------------|--------------------|------------------|-------------------|--------------------|----------------------|---------------------|------------------|-------------------|
| <i>D. rerio</i>      | 100             |                  |                      |                  |                 |                    |                  |                   |                    |                      |                     |                  |                   |
| <i>C. carpio</i>     | 82.90           | 100              |                      |                  |                 |                    |                  |                   |                    |                      |                     |                  |                   |
| <i>X. tropicalis</i> | 50.28           | 49.72            | 100                  |                  |                 |                    |                  |                   |                    |                      |                     |                  |                   |
| <i>X. laevis</i>     | 51.20           | 51.43            | 86.72                | 100              |                 |                    |                  |                   |                    |                      |                     |                  |                   |
| <i>C. mydas</i>      | 50.00           | 50.44            | 54.39                | 53.99            | 100             |                    |                  |                   |                    |                      |                     |                  |                   |
| <i>D. coriacea</i>   | 50.45           | 50.88            | 54.49                | 54.08            | 96.08           | 100                |                  |                   |                    |                      |                     |                  |                   |
| <i>G. gallus</i>     | 50.72           | 51.17            | 53.44                | 54.00            | 76.93           | 76.28              | 100              |                   |                    |                      |                     |                  |                   |
| <i>C. atratus</i>    | 50.00           | 51.55            | 53.96                | 54.26            | 75.50           | 74.84              | 92.53            | 100               |                    |                      |                     |                  |                   |
| <i>M. musculus</i>   | 50.19           | 50.37            | 54.34                | 54.70            | 59.76           | 59.86              | 59.30            | 59.58             | 100                |                      |                     |                  |                   |
| <i>R. norvegicus</i> | 50.19           | 50.74            | 52.87                | 53.59            | 59.59           | 59.35              | 58.43            | 59.05             | 92.79              | 100                  |                     |                  |                   |
| <i>O. cuniculus</i>  | 51.58           | 51.01            | 53.79                | 53.78            | 60.07           | 60.51              | 58.93            | 58.84             | 83.56              | 82.72                | 100                 |                  |                   |
| <i>S. scrofa</i>     | 49.44           | 49.45            | 54.03                | 54.53            | 61.69           | 62.15              | 61.03            | 61.37             | 81.00              | 81.87                | 84.36               | 100              |                   |
| <i>H. sapiens</i>    | 50.28           | 50.46            | 53.05                | 53.41            | 60.07           | 59.83              | 58.58            | 58.67             | 82.55              | 82.89                | 86.31               | 86.25            | 100               |

**Supplementary Figure S1.** Phylogenetic trees based on the amino acid sequences of Mcpip1 of zebrafish (*D. rerio*) and selected representative species of other groups of vertebrates. For alignment, accession numbers are as follows: *D. rerio* - XP\_021322483.1, *Cyprinus carpio* - XP\_042596295.1, *Xenopus tropicalis* - XP\_004911656.2, *X. laevis* - XP\_018105042.1, *Chelonia mydas* - XP\_043388107.1, *Dermochelys coriacea* - XP\_038233907.1, *Gallus gallus* - XP\_040545661.1, *Cygnus atratus* - XP\_035417882.1, *Mus musculus* - NP\_694799.1, *Rattus norvegicus* - NP\_001071139.1, *Oryctolagus cuniculus* - XP\_051688026.1, *Sus scrofa* - XP\_020951625.1, *Homo sapiens* - NP\_079355.2.

| [%]                    | <i>H.s.</i><br>ZC3H12A | <i>D.r.</i><br>Zc3h12a | <i>H.s.</i><br>ZC3H12B | <i>D.r.</i><br>Zc3h12b | <i>H.s.</i><br>N4BP1 | <i>D.r.</i><br>N4bp1 | <i>H.s.</i><br>KHNYN | <i>D.r.</i><br>Khnyn |
|------------------------|------------------------|------------------------|------------------------|------------------------|----------------------|----------------------|----------------------|----------------------|
| <i>H.s.</i><br>ZC3H12A | 100                    |                        |                        |                        |                      |                      |                      |                      |
| <i>D.r.</i><br>Zc3h12a | 87.79                  | 100                    |                        |                        |                      |                      |                      |                      |
| <i>H.s.</i><br>ZC3H12B | 83.21                  | 80.15                  | 100                    |                        |                      |                      |                      |                      |
| <i>D.r.</i><br>Zc3h12b | 83.21                  | 80.15                  | 93.89                  | 100                    |                      |                      |                      |                      |
| <i>H.s.</i><br>N4BP1   | 48.82                  | 51.18                  | 49.61                  | 49.61                  | 100                  |                      |                      |                      |
| <i>D.r.</i><br>N4bp1   | 52.76                  | 55.12                  | 51.18                  | 51.18                  | 70.08                | 100                  |                      |                      |
| <i>H.s.</i><br>KHNYN   | 54.69                  | 57.03                  | 54.69                  | 53.91                  | 59.84                | 63.78                | 100                  |                      |
| <i>D.r.</i><br>Khnyn   | 50.78                  | 52.34                  | 50.78                  | 50.00                  | 60.63                | 68.50                | 59.74                | 100                  |

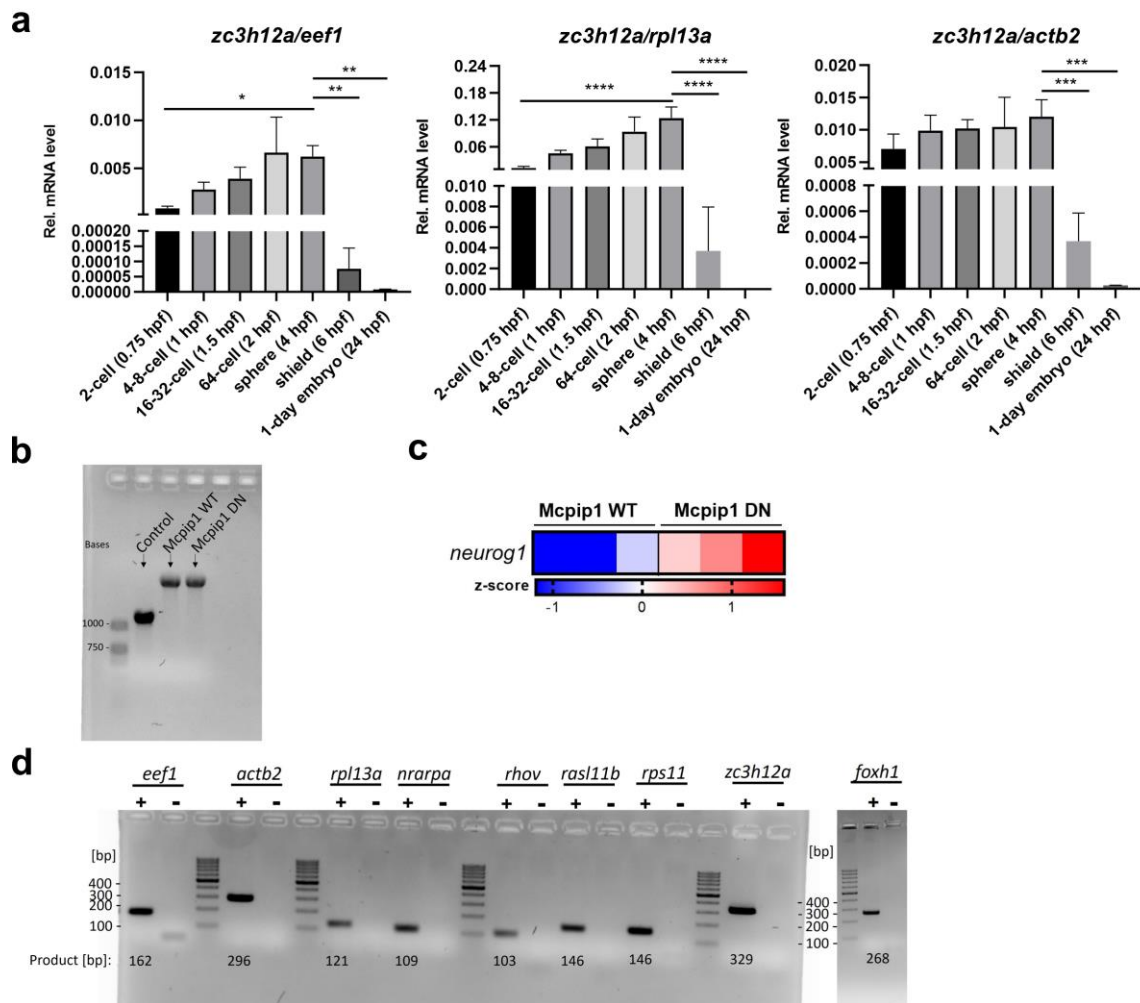

**Supplementary Figure S3. a.** Real-time PCR analysis of *zc3h12a* mRNA level. *Eef1*, *rpl13a* and *actb2* were used as a reference genes. Data represent the mean  $\pm$  SD, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  by one-way ANOVA (only selected comparisons are shown). **b.** RNA denaturing agarose gel electrophoresis of  $\sim 300$ ng synthesized mRNA. The Low Range ssRNA Ladder (New England BioLabs) was used. **c.** Heatmap presenting normalized (z-score) *neurog1* mRNA level with  $p$  value  $< 0.1$ , based on RNA-seq data. **d.** DNA agarose gel electrophoresis of QRT-PCR products. Plus (+) means cDNA and minus (-) means water as a template. The 100 bp GeneRuler Ladder (New England BioLabs) was used.

How the deposited data were processed for this re-analysis (not part of the article)

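RNA of zebrafish embryos at 6 hpf was sequenced from 3 libraries injected with Mcpip1 WT mRNA and 3 injected with Mcpip1 DN mRNA, each from about 10 pooled embryos. The authors deposited raw counts of reads per Ensembl gene, made with STAR, bowtie2 for reads left unmapped, and htseq-count on GRCz11. The paper's text does not name the version of htseq-count, the Ensembl release, the strand setting or which libraries shared a chip. Antisense and overlapping genes, and close paralogs, are therefore uncertain. Each of the 6 files ended with 5 rows of reads that htseq-count gave to no gene. These rows held between 16.5% and 26.1% of all counts and were left out of library sizes and tests.

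The conditions and replicate numbers were taken from the sample labels, which match the groups of the paper. Of the 32057 gene identifiers, 28988 had a symbol in the name table that was used. Where that table had no exact symbol, the name without its paralog suffix was used if it was unambiguous. No coordinates, GC content or gene lengths were used, and the Gene Ontology enrichment of Fig. 5b,d was not analysed here.

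The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, genes were filtered with filterByExpr (minimum count 10), library sizes were scaled by TMM, and Mcpip1 WT was compared with Mcpip1 DN by glmQLFit and glmQLFTest without covariates. Genes were counted at the threshold of the paper, an unadjusted p under 0.05 with a fold change over 1.5, and at a Benjamini-Hochberg adjusted p under 0.05. A normalized count is a count scaled to the mean effective library size. Standard errors were derived from the fold change and the F statistic. Total counts were between 22581287 and 24662219 in Mcpip1 WT (median 22940129) and between 17686041 and 23944732 in Mcpip1 DN (median 20323254). A gene with no count could have been present at up to 3 counts, and a fold against a group at or under 3 counts is given as a lower bound.

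Gene lists were tested with camera on log2 CPM (prior count 2, preset correlation 0.01), with Benjamini-Hochberg adjustment over 17 lists, 1 of genes that the paper names and the others written from general knowledge. Fry and an estimated correlation were the alternatives. *Zc3h12a* was in no list. The results of 1 gene and of the list of genes that the paper names are not reported here. Permutation tests were 2-sided. Genes are named in the text if they are *zc3h12a*, are named in the paper or shown in Fig. 1a, 5c, 5e or S3c, or are reference genes of the qRT-PCR. The 5 genes with the smallest p in each direction, past the paper's threshold and with groups that did not overlap, are named too. For any other gene it is said that it was named after its values were seen.

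The alternatives were DESeq2's Wald test on the same genes and on all genes with at least 1 count, DESeq2's size factors, normalization without *zc3h12a*, other filters, the replicate number as a block, and leaving out each library. Before use, the tests were tried on simulated counts for 16126 genes, with the means, library sizes and dispersions of these libraries and 200 genes changed. The edgeR test called 42.5% of genes changed 2-fold and 81.5% of genes changed 4-fold at the paper's threshold. Past that threshold were also 699 unchanged genes in the 2-fold simulation and 774 in the 4-fold one. With DESeq2 these numbers of unchanged genes were 961 and 1007. At an adjusted p under 0.05 the edgeR test called 0% and 52.0%, and 7 of its 111 calls at 4-fold were unchanged genes. DESeq2 called 65.5% of genes changed 4-fold at an adjusted p under 0.05, and 63 of its 194 calls were unchanged genes. These simulations drew each gene on its own.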

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

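The test in this part was chosen after the counts had been seen. The paper does not discuss 3 genes that had at least 10 counts in every Mcpip1 WT library and none in any Mcpip1 DN library. *Kcnh3* (ENSDARG00000069560) had 20, 12 and 15 counts in Mcpip1 WT replicates 1, 2 and 3, ENSDARG00000097073 had 35, 18 and 17, and si:ch211-225l7.1 (ENSDARG00000098100) had 27, 35 and 23. The lowest counts were thus 12, 17 and 23, above the Mcpip1 DN libraries at 0. *Kcnh3* and ENSDARG00000097073 were named after their values were seen. In 9 of the 10 splits of the 6 libraries into 3 and 3, the real one included, at least 3 genes were present in one part and at 0 in the other, and one split gave 16. The real split did not stand out, so the number of such genes cannot separate the injected form from a chance division of the pools. With 3 libraries against 3, no share could have gone under 0.1 in any case. A variant of the parents against the reference genome, and an effect of active Mcpip1, stay open and were not tested.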

How the results depend on the processing

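All alternatives below were set before the data were examined, apart from those said to be added. The GC correction, alone or with the block, was not run because no GC content was used.

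The number of genes past the paper's threshold, 141 higher and 204 lower in Mcpip1 WT, was 296 and 328 with DESeq2 on all genes with at least 1 count and 336 and 432 with edgeR on those genes. More genes were tested in both fits. It stayed within 1.5 times with DESeq2 on the same genes (183 and 242), with DESeq2's size factors (131 and 204), with normalization without *zc3h12a* (141 and 204), and with a mean of at least 50 counts (186 lower). Across the 6 fits that each left out one library, the higher genes went from 69, without Mcpip1 WT replicate 1, to 291, without Mcpip1 WT replicate 3. The lower genes went from 75, without Mcpip1 WT replicate 1, to 512, without Mcpip1 WT replicate 2. Only 49 of the 345 genes were past the threshold in all 6 of these fits. Added after the data were seen, DESeq2 on genes with at least 10 counts in total gave 254 and 314, and edgeR with the first principal component of the residuals as a covariate gave 315 and 393. The cause of these changes was not tested.

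At an adjusted p under 0.05, edgeR called 0 genes in either direction, with 356 at an unadjusted p under 0.05. On all genes with at least 1 count it called 6 higher and 3 lower, and DESeq2 on the same genes as edgeR called 1 higher (HSP90AA1). The 6 were *zc3h12a*, *hsp70l*, *hsp70.3*, hsp70.1, HSP90AA1 and HSPA2, and the 3 were ID1, *rhov* and ENSDARG00000097973, of which hsp70.1, HSPA2, ID1 and ENSDARG00000097973 were named after their values were seen. In edgeR's test on all genes with at least 1 count, *hsp70l* had an unadjusted p of 9.28e-24, against 0.0070 on the filtered genes. Its Mcpip1 WT replicate 2 lay below all Mcpip1 DN libraries. For *zc3h12a* this p was 2.41e-06, against 0.0391, though its difference rested on Mcpip1 WT replicate 1. These calls therefore depended on the filter. Across the 6 fits that each left out one library edgeR called from 0 to 0 in each direction. With the added settings, DESeq2 on genes with at least 10 counts called 1 higher (HSP90AA1), and the covariate called 2 higher (*hsp70.3* and hsp70.1) and 1 lower (ID1). The cause was not tested.

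The log2 fold change of *zc3h12a* was 1.83 and past the paper's threshold with edgeR, and 1.79 with DESeq2 on the same genes, on all genes or on genes with at least 10 counts, where it was not past the threshold (unadjusted p of 0.124 in each). Across the 6 fits that each left out one library it went from 0.16, without Mcpip1 WT replicate 1, to 2.58, without Mcpip1 DN replicate 1.

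The genes of Fig. 5c and Fig. 5e kept their direction and a p under 0.05 in camera under every edgeR alternative, and with all 6 libraries also in fry and with the correlation estimated. With DESeq2 only their medians were computed. Across the 6 fits that each left out one library, the medians went from 0.72 to 1.28 and from -1.46 to -1.06. The number of gene lists with an adjusted p under 0.05 was 0 and stayed at 0 with all 6 libraries, under fry and with the correlation estimated. Across the 6 fits that each left out one library it went from 0 to 10. It was 10 without Mcpip1 WT replicate 2 and 5 without Mcpip1 DN replicate 3, and the cause was not tested. Splits of all 6 libraries that mixed the groups also gave up to 11 such lists.

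The replicate numbers gave no clear pairing of the libraries. The correlations between the deviations of same-numbered libraries from their group means, across genes, were 0.0065, -0.083 and 0.30 for replicates 1, 2 and 3. Between libraries of different number they ran from -0.36 to 0.29, so a pairing of replicate 3 is not excluded. With the replicate number as a block, 144 genes were higher and 288 lower, with 0 at an adjusted p under 0.05. Under the block *hsp70l* and *edem2* were no longer past the paper's threshold, and *enpp4* and ENSDARG00000101034 were.

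Of 49 other named genes with a test, 42 kept their direction and their side of the paper's threshold under each alternative that used all 6 libraries, was set before the data were examined and tested them. With a mean of at least 50 counts only 44 of the 49 were tested, and *neurog1* was not. With a library left out, 3 genes near no change reversed. *Zc3h12b* went from -0.20 to 0.24 across these fits, and was above 0 without Mcpip1 WT replicate 1 (0.14) or Mcpip1 DN replicate 2 (0.24). *Eef1a1l1* went from -0.063 to 0.27 and *rpl13a* from -0.075 to 0.38, and both were below 0 without Mcpip1 WT replicate 2 (-0.063 and -0.067) or Mcpip1 DN replicate 3 (-0.059 and -0.075). Leaving out Mcpip1 WT replicate 1 took 12 named genes below the threshold, the most of any library.

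The depth, at 17686041 counts or more per library, limited mainly genes with few counts, such as *neurog1*.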

Differences from the paper's values

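The paper reports 247 genes higher in Mcpip1 WT, against 141 with edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, DESeq2 on the same genes (183), DESeq2 on all genes with at least 1 count (296) and edgeR on all genes with at least 1 count (336) lay within 1.5 times of the paper's value. So did the fits without Mcpip1 WT replicate 2 (203), Mcpip1 WT replicate 3 (291), Mcpip1 DN replicate 1 (225) and Mcpip1 DN replicate 2 (205). Of the lower genes, 303 in the paper, these 4 fits gave 512, 421, 176 and 174, and only 421 lay within 1.5 times. DESeq2's size factors in edgeR (131), normalization without *zc3h12a* (141), a mean of at least 50 counts, the replicate block (144) and the fits without Mcpip1 WT replicate 1 (69) or Mcpip1 DN replicate 3 (146) did not. DESeq2 on genes with at least 10 counts in total, chosen after seeing the values, gave 254 genes higher and 314 lower, against the paper's 247 and 303.

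The paper's p of 0.077 for *neurog1* was reached with DESeq2 on all genes with at least 1 count (0.0769), and edgeR gave 0.109.

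Some genes that the paper shows as changed were not past its threshold in edgeR's test. DESeq2 on all genes with at least 1 count called *enpp4*, *prcp*, *pdgfbb*, *hspb7*, *b9d2*, *eya1* and *pcdh19*, and edgeR on those genes called *enpp4*, *pdgfbb*, *hspb7* and *eya1*. DESeq2 on the same genes called *enpp4* and *prcp*, and the replicate block called *enpp4*. Among the fits that left out 1 library, *enpp4* was called without Mcpip1 WT replicate 2 or Mcpip1 DN replicate 3, *pdgfbb* without Mcpip1 WT replicate 3 or Mcpip1 DN replicate 2, and *b9d2* and *eya1* without Mcpip1 WT replicate 3. Of the identifiers named BMPR1A, ENSDARG00000105045 was called only without Mcpip1 WT replicate 2, and of those named NRARP, ENSDARG00000018958 was called by none of these settings. Both chosen after seeing the values, DESeq2 on genes with at least 10 counts in total called *enpp4*, *prcp*, *pdgfbb*, *hspb7* and *eya1*, and the covariate from the residuals called *enpp4*.

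The heatmap of Fig. 5c shows *hsp70.3* raised in 1 of the 3 Mcpip1 WT libraries. In the deposited counts it was raised in 2, with 2109 normalized counts in replicate 1 and 2440 in replicate 3.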

Other observations

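In this part, the tests of list scores against each other or against *zc3h12a*, those of Mcpip1 WT replicates 2 and 3 and of HSP90AA1, and those of the numbers of genes over splits and of the spread of these numbers, were chosen after the values had been seen. The tests of gene lists and of the medians of Fig. 5c and Fig. 5e over splits, of genes with low counts, of library size, of hsp70 paralogs and of copied reads were set before their results were seen, except that HSP90AA1 was taken out of the paralog test afterwards. That relations were read by their adjusted p was also decided after they were seen.

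The real split of the libraries did not stand out in its number of genes past the paper's threshold. As many genes past the paper's threshold as the real 345 were found in 5 of the 10 splits of the 6 libraries into 3 and 3, the real one included, and 5 of 10 splits gave as many as the real 624 with DESeq2 on all genes. The largest number, 2288 with edgeR and 3014 with DESeq2, came from the split that put Mcpip1 WT replicates 1 and 2 with Mcpip1 DN replicate 1. For genes with an adjusted p under 0.05 and for gene lists, where the real split gave 0, all 10 of 10 splits necessarily gave as many, so these counts decide nothing. In the splits that mixed the groups, the number of gene lists with an adjusted p under 0.05 in camera ran from 0 to 11. The genes of Fig. 5c and of Fig. 5e had the median farthest from 0 in the real split, 1 of 10 each, but they had been chosen from that split, so this decides nothing either. As 5 of 10 splits gave as many genes past the threshold, their number cannot separate an effect of Mcpip1 from a chance division. With 3 libraries against 3, no share can go under 0.1 in any case.

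The few small p-values go with variation that many genes share and that crosses the groups. Over the 10 splits, the number of genes with an unadjusted p under 0.05 in edgeR's test ran from 130 to 2648, while in counts simulated for 16126 genes, each on its own, it ran from 686 to 809. The real split had 356. This is consistent with a shared axis of variation that adds to the spread within both groups. Where the first principal component of the residuals was fitted as a covariate, the real split gave 708 genes past the paper's threshold, but other splits also rose, up to 3236.

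A candidate explanation for that axis is that the pools differed in developmental stage. The score of 20 early zygotic genes ran opposite to that of 30 maternal genes over the 6 libraries, with Pearson's r of -0.967 (exact permutation p = 0.00556) and Spearman's rho of -0.886 (exact permutation p = 0.0333). Without Mcpip1 WT replicate 2 and Mcpip1 DN replicate 1, the farthest from the median, r was -0.982. Of 10000 pairs of random lists of the same sizes and expression, 0.08% had an r as low. With 9 relations computed, the adjusted p was 0.0167 for r and 0.06 for rho. The first principal component followed the early zygotic score (r = 0.905, exact permutation p = 0.0167, adjusted p = 0.0375, rho 0.886 with exact p = 0.0333), but this rested on the same 2 libraries, with an r of 0.505 without them. With the maternal score the component had an r of -0.781 (exact permutation p = 0.0667, adjusted p = 0.1, rho -0.657 with exact p = 0.175), and of -0.340 without these 2 libraries. Of the early zygotic genes, 12 are also in lists of tissues or pathways. The score of the early zygotic genes did not separate the groups (exact permutation p = 0.7). Against noise of genes with low counts, the component from 12601 genes with a mean of at least 50 counts followed that of all genes (r = 0.990, exact permutation p = 0.00417, adjusted p = 0.0167, rho 0.943 with exact p = 0.0167, r of 0.894 without the same 2 libraries). The total count had an r of -0.281 with the component (exact permutation p = 0.624, rho -0.0286 with exact p = 1, r of 0.778 without Mcpip1 DN replicates 1 and 3), and 6 libraries are too few to exclude it. Chips and days of injection were not tested.

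The hsp70 genes and HSP90AA1 were high in Mcpip1 WT replicates 1 and 3 and not in replicate 2. This did not hold for the 15 other members of the heat shock list outside Fig. 5c, whose mean score was -0.03 in Mcpip1 WT replicate 1, 0.33 in Mcpip1 WT replicate 3 and 0.09 in Mcpip1 DN replicate 2. Over the 6 libraries the score of the heat shock list had an r of 0.385 with *zc3h12a* (exact permutation p = 0.474, adjusted p = 0.533, rho 0.143 with exact p = 0.803), and of -0.343 without Mcpip1 WT replicate 1 and Mcpip1 DN replicate 3. With the early zygotic score it had an r of -0.857 (exact permutation p = 0.0403, adjusted p = 0.0725, rho -0.829 with exact p = 0.0583), and of -0.714 without Mcpip1 WT replicate 2 and Mcpip1 DN replicate 1. The scores of the hsp70 genes and of these 15 members had an r of 0.748 (exact permutation p = 0.0792, adjusted p = 0.102, rho 0.943 with exact p = 0.0167), and of 0.880 without Mcpip1 WT replicates 1 and 3. With HSP90AA1 among the other members, as first set, r was 0.888 (exact permutation p = 0.00278, adjusted p = 0.0167). Mcpip1 WT replicates 2 and 3 had nearly the same level of *zc3h12a* (log2 CPM of 9.98 and 10.01), but the score of the heat shock list was 1.59 higher in replicate 3, against a range of 0.59 over the Mcpip1 DN libraries, so the amount of *zc3h12a* mRNA left at 6 hpf does not account for the difference between these 2 libraries. It stays open for Mcpip1 WT replicate 1. HSP90AA1 was at least 2.40 in log2 above the other 4 libraries in Mcpip1 WT replicates 1 and 3, against a range of 1.36 over those 4. It is outside the hsp70 family, so reads shared between hsp70 paralogs would not bear on it whatever these values were. For the hsp70 genes such reads could not be excluded with 6 libraries, nor could stage for the whole list, and reads shared between hsp90 paralogs were not tested. Handling of single pools may also matter and was not tested, and the relation to *zc3h12a* (0.385) does not bear on it.

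Many genes with counts were at 0 in single libraries. Of 1135 genes with a mean of 30 to 50 normalized counts, 198 had at least 1 library at 0, with 220 such values. The trended dispersion predicted 70.1. The hypothesis that several reads were copied from each molecule was tested by estimating 15.2 copies from the variance of the counts, which predicted 774.0 zeros, so that 0.284 times as many were observed. This argues against copying at that number, which also takes in variation between pools. Lower numbers were not tested.

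Other lists gave the following values. Median log2 fold changes were 0.23 for 19 cytosolic heat shock genes (adjusted p = 0.178 in camera), 0.24 for 30 maternal genes (0.252), -0.14 for 20 early zygotic genes (0.217), -0.18 for 17 enveloping layer genes (0.252) and -0.02 for 9 yolk syncytial layer genes (0.453). They were -0.21 for 11 interferon response genes (0.862) and -0.18 for 10 targets of the mammalian enzyme (0.254). The list of targets bears on the paper's proposal that Mcpip1 may degrade some of the lower transcripts directly. Of its genes, 2 were higher and 8 lower in Mcpip1 WT, and the list had an unadjusted p of 0.228 with fry. Past the paper's threshold was 1 gene, NFKBIZ (ENSDARG00000102097), named after its value was seen. Its log2 fold change was -1.55, and its groups overlapped. The reference genes *eef1a1l1*, *actb2* and *rpl13a* had log2 fold changes of 0.08, -0.29 and 0.11.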
